# piRNA-like small RNAs mark extended 3’UTRs present in germ and somatic cells

**DOI:** 10.1186/s12864-015-1662-6

**Published:** 2015-06-16

**Authors:** Jennifer Yamtich, Seok-Jin Heo, Joseph Dhahbi, David IK Martin, Dario Boffelli

**Keywords:** piRNA, 3’ UTR, Somatic, MIWI2

## Abstract

**Background:**

Piwi-interacting RNAs (piRNAs) are a class of small RNAs; distinct types of piRNAs are expressed in the mammalian testis at different stages of development. The function of piRNAs expressed in the adult testis is not well established. We conducted a detailed characterization of piRNAs aligning at or near the 3’ UTRs of protein-coding genes in a deep dataset of small RNAs from adult mouse testis.

**Results:**

We identified 2710 piRNA clusters associated with 3’ UTRs, including 1600 that overlapped genes not previously associated with piRNAs. 35 % of the clusters extend beyond the annotated transcript; we find that these clusters correspond to, and are likely derived from, novel polyadenylated mRNA isoforms that contain previously unannotated extended 3’UTRs. Extended 3’ UTRs, and small RNAs derived from them, are also present in somatic tissues; a subset of these somatic 3’UTR small RNA clusters are absent in mice lacking MIWI2, indicating a role for MIWI2 in the metabolism of somatic small RNAs.

**Conclusions:**

The finding that piRNAs are processed from extended 3’ UTRs suggests a role for piRNAs in the remodeling of 3’ UTRs. The presence of both clusters and extended 3’UTRs in somatic cells, with evidence for involvement of MIWI2, indicates that this pathway is more broadly distributed than currently appreciated.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1662-6) contains supplementary material, which is available to authorized users.

## Background

Among the numerous types of small RNAs that have been investigated in recent years, piRNAs have been of interest primarily because they seem to be essential for maintenance of germ cells. They range in size from 24–32 nt, complex with members of the PIWI clade of Argonaute proteins, and are enriched for a 5’ uridine [1–6]. piRNAs are present in a broad spectrum of metazoan species, and in the mouse they associate with three Piwi family proteins: MILI, MIWI, and MIWI2 [1–3, 7, 8]. MIWI2 is expressed at high levels in the prepachytene phase of spermatogenesis, where it complexes with piRNAs derived mostly from retrotransposon sequences and is involved in epigenetic suppression of retrotransposon activity [7, 9]. MIWI is expressed in the pachytene stage of meiosis and is required for spermatogenesis. MIWI-associated piRNAs are of a different type and have been implicated in regulation of mRNA and retrotransposon transcripts in differentiating spermatocytes [10–12], but may have other functions as well. When pachytene piRNA sequences are aligned to the genome, they tend to cluster into large regions, reflecting their derivation from longer single-stranded primary RNA pol II transcripts [1, 2, 4, 5, 13]. These piRNA clusters are found at syntenic regions in mouse, rat, and human [2], although orthologous regions in mouse and human produce piRNAs with different sequences [1].

Transposon-derived piRNAs are produced via a ping-pong amplification loop in which primary piRNAs antisense to transposon mRNA sequences direct the cleavage of the transposon mRNA, leading to the production of secondary sense piRNAs which then direct the cleavage of the complementary sequence from the primary piRNA transcript. This results in sense/antisense piRNAs characterized by a 10-bp 5’ overlap, and secondary piRNAs with an A at position ten [5]. In prepachytene mouse testis, these sense/antisense piRNAs tend to be distributed along the length of a piRNA cluster [7].

Less is known about the functions of pachytene piRNAs. They are derived from single-stranded precursors, are not enriched for transposable element sequences, and do not show evidence of ping-pong amplification, suggesting that they are not involved in transposon silencing [13, 14]. They cofractionate with polysomes, and so may be involved in translational control of gene expression [3]. A subset of pachytene piRNA clusters are associated with spliced mRNAs, particularly their 3’ untranslated regions (3’ UTRs) [15–17]. Although it is unclear how certain 3’ UTRs are selected for piRNA production, selection is not based simply on mRNA levels or the expression of specific Piwi proteins [16]. Genes from which piRNAs are derived have more isoforms and antisense transcripts, suggesting a connection between piRNA production, antisense transcription, and alternative splicing [17]. However, it is still not clear if the 3’ UTR is processed into piRNAs, or if they are instead derived from an independent transcript. To address this question, we conducted a detailed analysis of 3’ UTR piRNAs in adult mouse testis, and from somatic tissues. A deep dataset of small RNAs from adult mouse testis identifies many new 3’ UTR piRNA clusters, some of which are also present in somatic cells and are derived from rare and previously unannotated extended 3’ UTRs. Analysis of somatic piRNAs from MIWI2 null mice demonstrates that a subset of 3’UTR clusters is dependent on MIWI2, an unexpected finding that supports a somatic role for MIWI2. Additionally, we found small regions of sequence homology between intergenic and 3’ UTR piRNA clusters, suggesting a mechanism by which intergenic piRNA production could select 3’ UTRs of specific genes for processing.

## Results

### Deep sequencing of small RNAs in the adult mouse testis

We sequenced small RNAs from the adult mouse testis to a depth of approximately 139 million reads. Adapter stripping, removal of known ncRNAs (rRNA, tRNA, snRNA, snoRNA, and miRNA) and collapsing of identical reads left approximately 13 million distinct small RNA sequences (Additional file 1: Table S1). We compared our small RNA sequences to six piRNA datasets, available at the time of analysis, from the adult mouse testis: pachytene spermatocytes, round spermatids and type A spermatogonia [17], MILI- and MIWI-immunoprecipitated piRNAs and total small RNAs [16]. Of the stage-specific small RNAs, our small RNA sequences were most similar to small RNAs from round spermatids and pachytene spermatocytes, capturing 48 % and 40 % of the previously identified unique sequences, respectively (Table 1). Our dataset captured 20 % and 22 % of confirmed piRNA sequences, identified as binding to MILI and MIWI (Table 1). However, previously identified piRNA sequences represented at most 5 % of our RNA sequences, suggesting that we have identified many new and less common small RNA sequences.

**Table 1:** Comparison of small RNA sequences from adult mouse testis

Published dataset	RNA sequences	Shared sequences
Type A spermatogonia (GSM610965)	1,192,011	52,079 (4 %)
Pachytene spermatocytes (GSM610966)	941,683	378,724 (40 %)
Round spermatids (GSM610967)	876,411	419,213 (48 %)
MILI IP (GSM475280)	3,156,297	640,898 (20 %)
MIWI IP (GSM475279)	2,798,127	623,800 (22 %)
Total RNA (GSM475281)	2,742,329	600,957 (22 %)

Despite the increased sequencing depth, our dataset is not saturated. The number of unique sequences is still increasing as a power function of read depth (r = .999, Fig. 1a), and 72 % of the reads in our dataset are for sequences observed only once (Fig. 1b). This lack of saturation likely explains why we found at best only about half of the unique sequences from previously published datasets (Table 1), and is consistent with previous findings that coverage of piRNA datasets is incomplete [17].

**Fig. 1:**
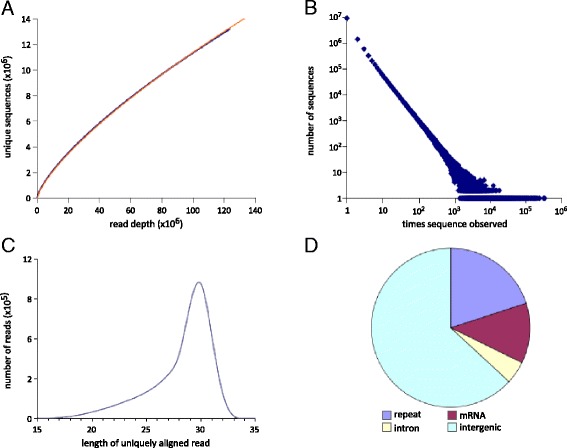
Deep sequencing of adult testis small RNAs does not capture the full complexity of piRNA-like species. Even at extreme read depths, many new unique alignments are identified. **a** The number of observed unique sequences increases as a power function of read depth in our dataset (black line: experimental data; grey line: logarithmic fit). The curve does not approach saturation even at read depth >1.2x10^8^. **b** Frequency with which sequences are observed in the dataset. Most are observed only once or a few times. **c** Length distribution of uniquely aligned small RNAs in adult testis, with duplicate reads removed. There is a distinct peak at 29 nt, with a distribution skewed toward smaller sizes. This size distribution is typical of adult testis piRNAs. **d** Genomic annotation of uniquely aligned small RNAs in testis. The concentration in intergenic regions is typical of piRNAs from the adult testis. Repeat: 20 %; mRNA: 12 %; intron: 5 %; intergenic: 63 %

We next aligned our unique small RNA sequences to the mouse genome allowing up to one mismatch (Additional file 1: Table S1). Approximately 7.5 million sequences aligned uniquely to the genome (88 % of aligned reads, Additional file 1: Table S1). These small RNA sequences had characteristics typical of piRNAs, such as a length distribution with a single peak centered at 29 nt (Fig. 1c) and a 5’ uridine bias (68 %). They aligned primarily in non-repetitive intergenic regions (63 %, Fig. 1d) corresponding to previously described piRNA clusters [13], with the remaining sequences aligning to repetitive and genic (mRNA and intron) regions (20 % and 17 %, respectively, Fig. 1d). Of the genic sequences, most aligned to regions corresponding to processed mRNA (Fig. 1d). Due to the overall similarity with published piRNA datasets, the piRNA-like sequence length, and the 5’ uridine bias, it is likely we have identified many new murine pachytene piRNA sequences.

### A subset of piRNAs align in clusters at 3’ UTRs

Our deep dataset allowed us to identify 2710 clusters of small RNAs that overlapped annotated 3’ UTRs in a sense direction (see Methods; a list of testis piRNA clusters that overlap with 3’ UTRs is in Additional file 2: Table S6). These clusters had a median length of approximately 2.4 kilobases (Fig. 2a, blue bars), and the small RNAs that aligned within these clusters had a length distribution similar to that of the total dataset (Fig. 2b) with an increase in the proportion having a 5’ uridine (72 %). Additionally, we found that these regions were enriched for previously described MILI- and MIWI-associated piRNAs [16] when compared to random non-genic regions of the same size (Additional file 1: Figure S1a), and that the density of small RNAs in our dataset is correlated with the density of confirmed piRNAs in the same regions (r^2^ = 0.78, Additional file 1: Figure S1b). These data suggest that the 3’ UTR clusters we identified are piRNA clusters.

**Fig. 2:**
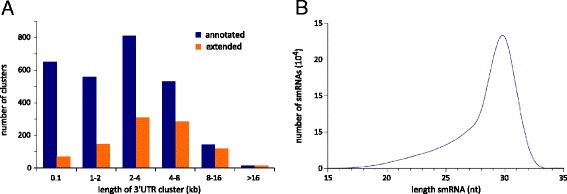
piRNA clusters at 3’ UTRs in adult testis. **a** Length distribution of 3’ UTR piRNA clusters. Blue bars denote clusters of piRNAs aligning to annotated 3’UTRs (RefSeq). Orange bars denote clusters of piRNAs aligning to regions immediately 3’ of annotated 3’UTRs, which are here termed extended 3’ UTRs or xUTRs. **b** Length distribution of piRNAs aligning to 3’ UTR piRNA clusters (both annotated and extended)

We compared the genes having 3’ UTR piRNA clusters identified in our study with genes identified by reanalysis of previously published piRNA datasets [16, 17]. Our 2710 clusters significantly overlap with clusters obtained from previously reported piRNA datasets, containing 92 % of the 626 3’ UTR piRNA-producing genes identified in the dataset of Robine et al. [16], and 47 % of 1957 identified in the data of Gan et al. [17]. 401 genes were shared by the three datasets, while our dataset contributed an additional 1600 genes. Previous studies identified genes with 3’ UTR piRNA clusters as being involved in nucleic acid metabolism, zinc ion binding, transcription, and regulation-related processes [16, 17]. Our findings are consistent with this, as the top functional categories identified by Ingenuity Pathway Analysis (IPA) are gene expression, post-translational modification, and RNA post-transcriptional modification (Additional file 1: Table S2). Our deeper dataset allowed IPA to identify enrichment for additional categories, including genes involved in infectious disease, the cell cycle, and DNA replication, recombination, and repair (Additional file 1: Table S2).

Under relaxed alignment conditions, 481 clusters (~18 %) contain antisense reads with the 10-bp overlap typical of ping-pong amplification (example in Additional file 1: Figure S2a). This overlap occurred at 1067 sites and involved 76,022 RNA sequences, 13,885 of them antisense to the 3’ UTR cluster. The antisense reads had a decreased 5’ uridine bias (61 %), a bias for an adenine at position 10 (43 %), and were localized in discrete sites generally containing one 10-bp sense/antisense overlap and covering less than 10 % of the cluster region (Additional file 1: Figure S2c-d). The best alignment for 2125 (29 %) of these reads was antisense to the same 3’ UTR sites (Additional file 1: Figure S2b). The remaining 5170 reads (71 %) aligned optimally to piRNA clusters distinct from the 3’ UTR clusters where they were discovered, with 5054 sequences aligning to intergenic piRNA clusters (Additional file 1: Figure S2b). This suggests the possibility of an interaction between 3’UTRs and intergenic piRNA clusters that have regions of sequence similarity, although the rarity of these RNAs does not support any extensive role for such a mechanism.

### piRNA clusters mark extended 3’UTRs

Some 3’ UTR piRNA clusters extend past the annotated 3’ UTR (for example, see Fig. 3a). If the 3’ UTR is the precursor that is processed to produce the piRNAs, then piRNAs should not align to regions beyond the 3’ UTR; yet in some cases the greatest read depth lies 3’ of the annotated transcript. We identified 939 3’ UTR clusters that extended beyond the annotated transcript by more than 30 % of the length of the cluster. These clusters were up to approximately 50 kilobases (kb) in length, with a median length of approximately 3.6 kb (Fig. 2a, orange).

**Fig. 3:**
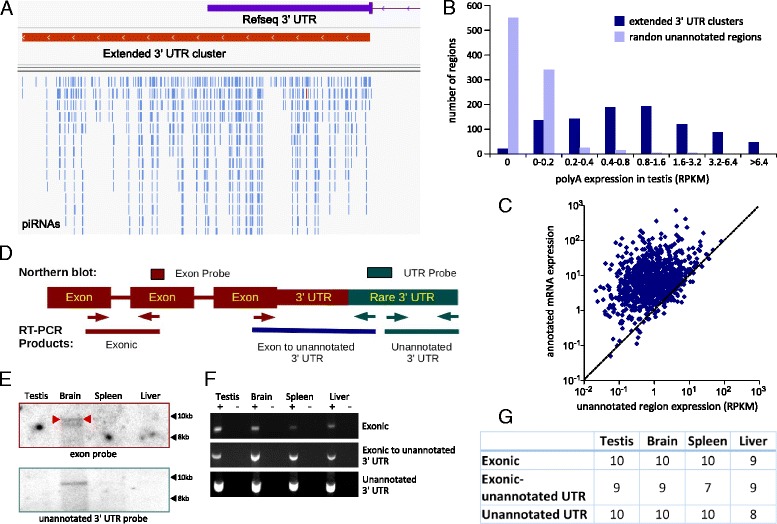
piRNA clusters mark extended 3’ UTRs. Potential precursors of extended 3’ UTR piRNA clusters are detectable as 3’ UTR isoforms in testis and in somatic tissues. **a** Representative example of a piRNA cluster that extends beyond an annotated 3’ UTR. The annotated 3’UTR is shown in purple and the piRNA cluster is shown in red. Individual piRNA alignments are in blue (sense strand) and red (antisense strand) at the bottom. Genomic features are visualized using the Integrative Genomics Viewer [51]. **b** Unannotated portions of 3’ UTR piRNA clusters are enriched for polyA+ RNA expression when compared to randomly selected unannotated regions. We used an adult testis RNA-Seq dataset [18] to determine expression of the unannotated portions of the extended 3’ UTR clusters (dark blue) or random intergenic regions of equal size (light blue). This indicates that the unannotated extended 3’UTRs are transcribed in the testis. **c** Expression of the unannotated portion of extended 3’ UTR clusters (X-axis) compared with expression of the corresponding annotated mRNA (Y-axis) in the adult testis RNA-Seq dataset [18]. The annotated portions of genes are generally expressed at higher RPKM than the unannotated portion of the 3’UTR. **d** Schematic of Northern blot probes, RT-PCR primers, and PCR amplicons. **e** Northern blot of *Pdpr* with an exonic probe (top) shows bands consistent with the length of the annotated mRNA, plus a band consistent with addition of the unannotated region corresponding to the piRNA cluster. The bands are visible only in brain. Probing of the same blot with the unannotated 3’UTR probe (bottom) shows a single band in the same position as the upper band in the exonic probe blot. **f** Representative RT-PCR results of the three *Pdpr* amplicons shown schematically in D and marked to the right, with (+) and without (−) reverse transcriptase during the cDNA synthesis step (top). **g** Summary of RT-PCR products obtained from 10 transcripts with extended 3’ UTR piRNA clusters. For each gene testis, brain, spleen, and liver were tested. All transcripts show evidence of an extended 3’UTR in testis and most also have the extended 3’ UTR in the other tissues as well

The putative extended 3’ UTR regions are unannotated in the gene annotation (refSeq) used for the analysis. However by using an RNA-Seq dataset from adult mouse testis [18] we were able to detect significant expression of 781 (83 %) of these regions (Fig. 3b, expression >0.2 RPKM, which is greater than expression from 95 % of randomly selected regions). Most (95 %) of the unannotated portions of the piRNA cluster precursors were expressed at a lower level than the corresponding annotated mRNA (Fig. 3c). This finding is consistent with the hypothesis that these piRNA precursors are rare 3’ UTR isoforms rather than independently transcribed piRNA precursors.

Since RNA-Seq cannot demonstrate that reads from the extended 3’UTR clusters are derived from the same transcript as the annotated mRNA, we analyzed one of the highly expressed unannotated 3’ UTR piRNA precursors (*Pdpr*) by Northern blotting of testis RNA (Fig. 3d); we also tested three somatic tissues because it has been suggested that piRNAs may be expressed in somatic tissues [19]. Northern blotting detected two brain transcripts, with lengths corresponding to the annotated mRNA and to the annotated mRNA plus the extended 3’ UTR (Fig. 3e, exon probe panel). We also carried out RT-PCR on 10 transcripts associated with piRNA clusters extending beyond the annotated 3’UTR. In 9 of the 10, RT-PCR detected transcripts extending from the annotated portion of the mRNA to the unannotated extended 3’UTR (an example is shown in Fig. 3f; the summary for all PCRs is in Fig. 3g). Taken together, these data suggest that many piRNAs aligning to regions beyond annotated 3’ UTRs are processed from polyadenylated 3’ UTRs that are not present in current genome annotations, i.e., the presence of an extended 3’UTR cluster predicts the existence of a longer alternative 3’UTR. For convenience, henceforth we will refer to these UTRs as testis xUTRs (extended UTRs).

### xUTRs in somatic tissues

Because we noted evidence of 3’ extended transcripts in brain (Fig. 3e-g), we sought evidence of xUTRs in somatic RNA-Seq datasets from the ENCODE project. This analysis strongly supports the expression of xUTRs in a variety of tissues (Additional file 1: Figure S3). Most (79-93 %, depending on the tissue) testis xUTRs are also present in somatic tissues; the unannotated regions have median expression levels 0.18-0.33 fold that of the annotated expressed mRNA (Additional file 1: Figure S3). The highest expression of xUTRs was observed in cerebellum (Additional file 1: Figure S3). These RNA-Seq findings are consistent with results of RT-PCR, which detects transcripts extending from annotated portions of the mRNA to the unannotated piRNA precursor in brain, spleen, and liver (Fig. 3f-g). This suggests that precursor transcripts for the xUTRs are polyadenylated, less abundant than the canonical transcript, and in most cases not germline-specific.

Since we find evidence of xUTRs in somatic tissues, we asked if small RNAs aligning to xUTRs are present in somatic tissues. To address this question we sequenced small RNAs from mouse liver and spleen. 

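Small RNAs were sequenced in 1 library from the liver and 1 from the spleen of a wild type (WT) mouse, so values from these tissues have no replicate check. The paper's methods give an excised gel region of about 22 to 35 nt, while the sample labels give about 24 to 31 nt. The authors removed the 3' adapter, collapsed identical reads, removed known rRNA, tRNA, snoRNA, snRNA and miRNA sequences with Bowtie, and kept unique alignments to the mouse genome NCBI37/mm9 with at most 1 mismatch. The paper's Table S3 gives 33444464 raw reads in the liver and 31728186 in the spleen, of which 174904 and 273960 reads, or 64572 and 129176 distinct sequences, aligned uniquely. What the authors deposited is the list of distinct sequences that lie in somatic 3' UTR clusters, 4273 in WT liver and 2634 in WT spleen, without read counts, positions or gene names. Every value from these lists therefore counts each distinct sequence equally, however many reads it had. The sequences were aligned again to NCBIM37, the same build as mm9, with at most 1 mismatch and no gaps. Each of them had a single best placement, and 57.9% of the liver sequences and 61.6% of the spleen sequences carried 1 mismatch. All of them were printed in the direction of the plus strand of the genome, so each was turned to the direction of its gene before its 5' base was read. A sequence was assigned to a gene when at least 50.0% of it lay in an annotated 3' UTR of a protein-coding gene in GENCODE M1, or when it lay downstream of that 3' UTR within a chain of steps of at most 2 kb between WT small RNAs, after the paper's rule for cluster boundaries. The paper also required a density of sense small RNAs at least 2 times that of the coding region and over 7.5 reads per kb per 1000000 reads aligned, and the lists already include these steps, which were not repeated. Annotated 3' UTRs held 84.9% of the liver sequences and 85.5% of the spleen sequences, downstream extensions held 13.8% and 12.8%, and the remaining 1.29% and 1.63% were not assigned to a gene. The paper used RefSeq, and 6 of its 10 RT-PCR amplicons within unannotated 3' UTRs lie inside the gene in GENCODE M1. Sequences that the paper would place in an extended 3' UTR may therefore count as annotated here.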

After processing the sequence data and removing sequences matching known noncoding RNAs, we were left with approximately 328,000 and 410,000 unique small RNA sequences in liver and spleen, respectively (Additional file 1: Table S3). We then identified small RNAs mapping to the testis xUTRs, and compared them with the RNA-Seq datasets from liver and spleen (Fig. 4. a: liver; b: spleen). This strategy identified three categories of somatic 3’UTR, relative to the xUTRs defined in the testis. In the first group, neither the xUTR nor small RNAs derived from it were expressed in liver or spleen (138 (15 %) liver and 102 (11 %) spleen, bottom left quadrants in Fig. 4a-b). In a second group, small RNA density was proportional to RNA-Seq density at the xUTR (top right quadrants in Fig. 4a-b, r_liver_ = 0.53, r_spleen_ = 0.42). Finally, in many cases the xUTR was present but no small RNAs were detected (585 (62 %) liver and 573 (61 %) spleen, bottom right quadrants in Fig. 4a-b). In contrast to the testis, small RNAs aligning to somatic xUTRs are not piRNA-like: their length distribution peaks around 23 nt (Fig. 4c), and they have a preference for 5’-A (Fig. 4d). The presence of these small RNAs is not merely a consequence of high levels of expression, since many highly expressed genes lack somatic xUTR small RNA clusters (Fig. 4a-b).

**Fig. 4:**
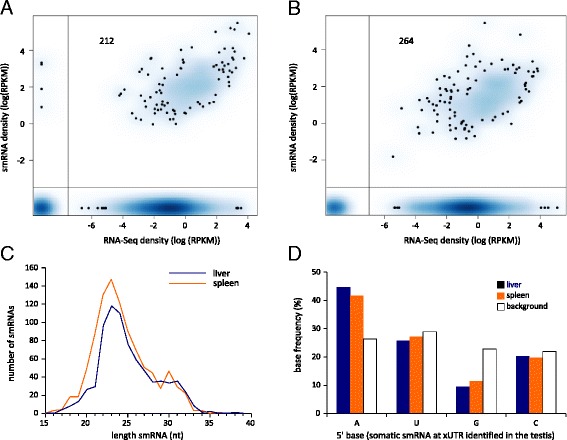
Somatic small RNAs align to xUTRs defined in the testis. **a** and **b**. Density scatterplots of poly-A mRNA expression (x-axis, data from ENCODE) versus expression of novel small RNAs (y-axis, from this project) at genes with xUTRs. The intensity of the blue color is proportional to the number of genes with a given level of poly-A mRNA and small RNA expression, measured as log (RPKM); dots in areas of lowest regional density represent individual genes. Plots are generated with smoothScatter in R. 212 testis xUTRs have both mRNA and smRNA reads in liver (**a**), and 264 in spleen (**b**); read densities of smRNA and mRNA at these clusters are positively correlated (top right quadrant). Many testis xUTRs have mRNA reads in these tissues but lack smRNAs (bottom right quadrant). **c** Somatic small RNAs aligning to testis xUTRs are not piRNA-like. Length distribution of somatic small RNAs aligning to testis xUTRs in liver (black line) and spleen (grey line): the peak at 23 nt indicates that somatic smRNAs are shorter than adult testis piRNAs. **d** Novel small RNAs aligning to testis xUTRs are enriched for 5’ A in liver and spleen. Background is the base frequency across these unannotated 3’ UTR regions

Our identification of somatic 3’UTR-associated small RNA clusters led us to ask whether there are tissue-specific somatic 3’UTR piRNA clusters that are not found in the testis (see Methods for details). We identified 488 genes enriched for 3’ UTR small RNAs in the liver, and 345 in the spleen. 

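With at least 3 distinct sequences required per cluster, as in the paper, the WT liver sequences were assigned to 485 protein-coding genes and the WT spleen sequences to 342. Requiring at least 5 sequences moved these counts most, to 258 genes in the liver and 185 in the spleen, while requiring 1 sequence gave 495 and 350 genes. Most clusters were small: 285 of the liver clusters (58.8%) and 205 of the spleen clusters (59.9%) held 3 to 5 sequences, and the median was 5 in both tissues. Downstream of the 3' UTR annotated in GENCODE M1 lay 589 liver sequences, in 160 clusters, and 338 spleen sequences, in 100 clusters. The cluster with the most sequences in both tissues was that of Vmp1, with 217 sequences in the liver and 246 in the spleen. The 3' UTR of Vmp1 (ENSMUSG00000018171.3) lies on chromosome 11 of NCBIM37 from 86397367 to 86398812 on the minus strand and contains the annotated miRNA gene Mir21 (86397569 to 86397660), which accounted for 214 and 213 of these sequences. In the liver it was followed by Errfi1 with 157 sequences and Scd1 with 137, and in the spleen by Trim25 with 90 and Hist1h1c with 77. Pdpr and Piwil4 had no sequence in either list.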

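The most frequent length was 23 nt in both WT tissues, with 659 of 4273 sequences (15.4%) in the liver and 402 of 2634 (15.3%) in the spleen. Sequences of 21 to 25 nt made up 56.0% of the liver list (Wilson 95% confidence interval 54.5 to 57.5) and 61.4% of the spleen list (59.5 to 63.2). Sequences of 27 nt or longer made up 30.4% in the liver (29.0 to 31.7) and 21.9% in the spleen (20.4 to 23.5). These intervals cover counting error only. Read in the direction of the gene, 35.2% of the liver sequences began with A (33.7 to 36.6) and 37.9% with U (36.4 to 39.3). In the spleen, 37.9% began with A (36.1 to 39.8) and 37.7% with U (35.9 to 39.6). The 3' UTRs of the same genes consist of 26.6% A and 29.9% U in the liver clusters and of 26.5% A and 29.7% U in the spleen clusters. Both bases were therefore more frequent at the 5' end than in the regions (two-sided exact binomial tests, p = 4.2e-34 for A and 5.0e-28 for U in the liver, and p = 1.55e-36 and 4.3e-18 in the spleen). Each test compares a single library with its own regions and treats distinct sequences as independent, although many overlap in the same cluster, so these p values overstate the evidence. When whole clusters were resampled, a setting chosen after seeing the data, the excess over the regions was 8.55 percentage points for A (4.73 to 11.9 in 95% of the draws) and 7.93 for U (3.78 to 13.9) in the liver, and 11.4 (5.77 to 16.3) and 7.99 (1.76 to 16.2) in the spleen. G was the least frequent 5' base, at 9.95% in the liver and 8.47% in the spleen, against 22.1% and 22.5% of the 3' UTR bases. Length was the setting that moved the share with 5' U most: among sequences of 27 to 32 nt it was 32.3% in the liver and 31.2% in the spleen, and the share with 5' A was 37.2% and 38.6%. Sequences at the Mir21 gene inside the Vmp1 3' UTR, 5.01% of the liver list and 8.09% of the spleen list, are included in these values. Without them, the share with 5' U was 35.1% in the liver and 33.1% in the spleen, and the share with 5' A was 36.7% and 40.7%, so that A was then the more frequent of these bases in both tissues. The excess of U over the regions was then 5.19 percentage points in the liver (3.28 to 7.09 over resampled clusters, two-sided exact binomial test on distinct sequences, p = 1.86e-12) and 3.39 in the spleen (1.31 to 5.59, same exact test, p = 3.72e-04). Outside Mir21, 46.5% of the liver sequences and 47.1% of the spleen sequences ended in an A that did not match the genome. Sequences without a mismatch ended in A in 79.8% and 76.7% of cases, so an added A that matches the genome by chance cannot be recognised. With the mismatched A left out of the length, the most frequent length was 23 nt in the liver and 22 nt in the spleen, and with any 3'-terminal A left out, matched or not, it was 23 nt (14.7% of the sequences) and 21 nt (15.6%). Both settings were chosen after seeing the data. From the 23 nt peak and the enrichment of A and U, the paper states that these small RNAs are not piRNA-like.

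**Figure D1:**
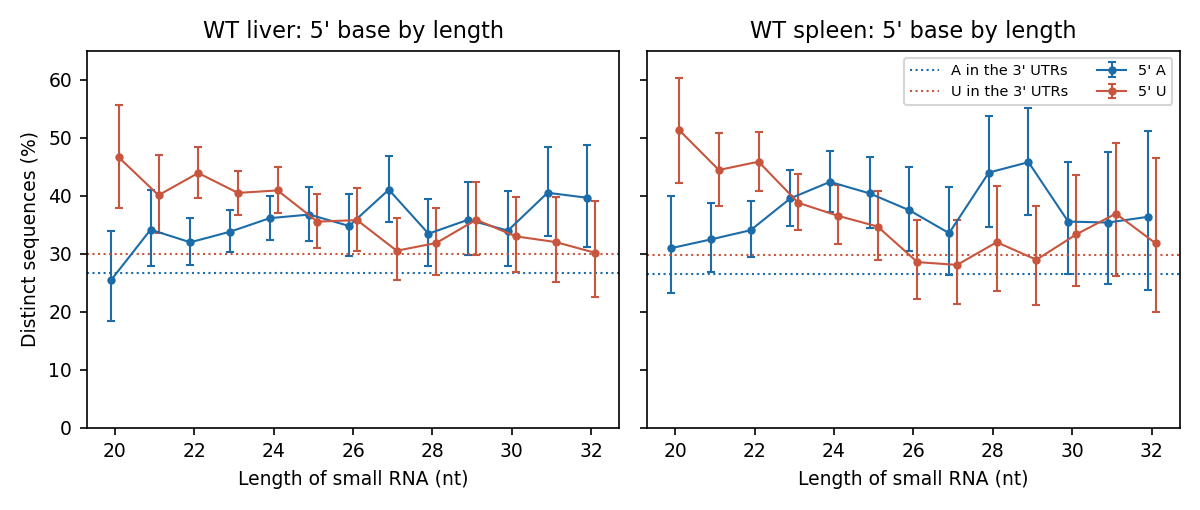
Share of distinct sequences beginning with A or U (%) at each length from 20 to 32 nt in WT liver and WT spleen. Error bars are Wilson 95% confidence intervals, and dotted lines give the share of A and U in the 3' UTRs of the clusters. At 22 nt, 43.9% of the liver sequences and 45.9% of the spleen sequences began with U, and at 32 nt 30.2% and 31.8% did.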

Similar to the somatic small RNAs aligning to xUTR defined in the testis (above), small RNAs in these somatic clusters were not piRNA-like, but had a peak length distribution of 23 nt (Additional file 1: Figure S4a) and enrichment of A and U at the 5’ base (Additional file 1: Figure S4b). Many highly expressed genes in liver and spleen lacked these RNAs, suggesting that small RNAs identified in these clusters are not likely to be merely degradation products of highly expressed genes (Additional file 1: Figures S4c, d). GO term analysis indicates that most genes from each of the three tissues are associated with terms that are found only for that tissue, i.e., each tissue has a distinct set of functions that is associated with extended 3’UTRs and small RNAs (Additional file 1: Figure S4e and Additional Table S4).

### A subset of somatic 3’UTR small RNA clusters are MIWI2-dependent

In surveying expression of Piwi family members in somatic tissues, we noted expression of MIWI2 (*Piwil4*) mRNA in liver and spleen (Fig. 5a); thus we considered the possibility that MIWI2 participates in the pathway that produces somatic xUTR-derived small RNAs. To test this idea we sequenced small RNAs from the liver and spleen of *Miwi2*^−/−^ mice, whose reported phenotype is limited to male sterility and defects in control of retrotransposons in the testis [7, 9, 20]. 

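For the Miwi2−/− tissues there was again 1 library from the liver and 1 from the spleen, and the paper's methods give the same processing as for the WT libraries. The paper's Table S5 gives 5851502 raw reads in Miwi2−/− liver and 4880091 in Miwi2−/− spleen, of which 13288 and 25218 distinct sequences aligned uniquely. The number of uniquely aligned distinct sequences was thus 0.206 of the WT number in the liver and 0.195 in the spleen, and the number of uniquely aligned reads was 0.129 and 0.152 of the WT number. The lists of sequences in somatic 3' UTR clusters that the authors deposited hold 560 sequences for Miwi2−/− liver and 378 for Miwi2−/− spleen, each listed without its read count. In the paper's methods, the small RNAs of both genotypes are counted in each 3' UTR cluster region. The lists were aligned and assigned in the same way, and 552 and 368 of them fell in the clusters of the WT library of the same tissue. A cluster of 3 sequences, the minimum required of the WT clusters, would make up 0.536% of the liver list and 0.794% of the spleen list, against 0.0702% and 0.114% of the WT lists, while a single Miwi2−/− sequence was enough for a cluster to count as present. With 1 library per tissue and genotype, a difference between a Miwi2−/− and a WT library has no replicate check and compares those libraries, not the genotypes. Piwil4, which encodes MIWI2, lies on chromosome 9 of NCBIM37 from 14500674 to 14545177 on the minus strand, and its own 3' UTR had no sequence in any of the 4 lists, so the lists do not show the loss of the gene.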

Following removal of known ncRNAs, relatively few small RNA sequences mapped to the genome (20,465 and 33,899 in liver and spleen, respectively, Additional file 1: Table S5). Comparison of WT and *Miwi2*^−/−^ somatic xUTR clusters revealed that a set of clusters is absent in *Miwi2*^−/−^ tissues: 267 of the somatic xUTR small RNA clusters present in WT liver, and 210 of those found in the spleen, were absent from these tissues in *Miwi2*^−/−^ mice (Figs. 5b, c). 

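Of the 485 liver clusters with at least 3 WT sequences, 266 (54.8%) had no sequence in the Miwi2−/− liver list, and of the 342 spleen clusters 200 (58.5%) had none in the Miwi2−/− spleen list. These clusters held a median of 4 WT sequences in both tissues, against 7 in the liver and 6.5 in the spleen for the clusters with Miwi2−/− sequences. To show what the lower depth of the Miwi2−/− libraries gives alone, each WT sequence was kept with a chance of 0.206 in the liver and 0.195 in the spleen, the ratios of uniquely aligned distinct sequences. Over 10000 draws, a mean of 147 liver clusters (129 to 166 in 95% of the draws) and 112 spleen clusters (97 to 128) were left without a sequence, and 0 of the draws reached the observed numbers. With the ratios of uniquely aligned reads, 0.129 and 0.152, the means were 223 and 142. Clusters enter by having at least 3 WT sequences, which favours clusters with a high count by chance. When the WT counts were shrunk for this selection by a gamma-Poisson model, a setting chosen after seeing the data, 188 liver clusters and 143 spleen clusters were left without a sequence, and with the ratios of reads as well these were 251 (231 to 271 in 95% of draws) and 168 (152 to 185). Among clusters with at least 10 WT sequences, of which 21 in the liver and 9 in the spleen had no Miwi2−/− sequence, shrunk WT counts gave 7.59 (3 to 13) and 6.21 (2 to 11), and with the ratios of reads 16.7 (10 to 24) and 9.38 (4 to 15). The share of clusters without Miwi2−/− sequences fell as the number of WT sequences rose. Among clusters with 3 WT sequences it was 75.0% of 136 in the liver and 84.1% of 88 in the spleen, against 50.1% and 52.2% after thinning. Among clusters with 10 to 19 WT sequences, 18 of 65 in the liver (27.7%) and 8 of 42 in the spleen (19.0%) had none, against 5.84% and 7.54% after thinning. The liver clusters with the most WT sequences and no Miwi2−/− sequence were those of Rmnd5a (27 WT sequences, chromosome 6 from 71338628 to 71343121) and Hnf4a (22, chromosome 2 from 163392099 to 163398646), positions being those of the annotated 3' UTRs on NCBIM37. In the spleen they were those of Tcf4 (21 WT sequences, chromosome 18 from 69842471 to 69847621), Marcks (14, chromosome 10 from 36853049 to 36855916) and Mlec (14, chromosome 5 from 115592990 to 115597926). At the thinning ratio, a cluster of 27 liver sequences is left with none in 0.199% of draws, and a cluster of 14 spleen sequences in 4.78%. Such clusters were picked for having the most WT sequences without a Miwi2−/− sequence among 485 and 342 clusters. The values make no allowance for that choice and use unshrunk WT counts, and the lower ratios of reads would give higher values. The alternative that moved the observed numbers most was a minimum of 10 WT sequences, with which 21 of 98 liver clusters and 9 of 56 spleen clusters had no Miwi2−/− sequence. From the absence of these clusters in Miwi2−/− tissues, the paper concludes that some somatic clusters are dependent on MIWI2, and it takes this dependence as evidence for a somatic activity of MIWI2.

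**Figure D2:**
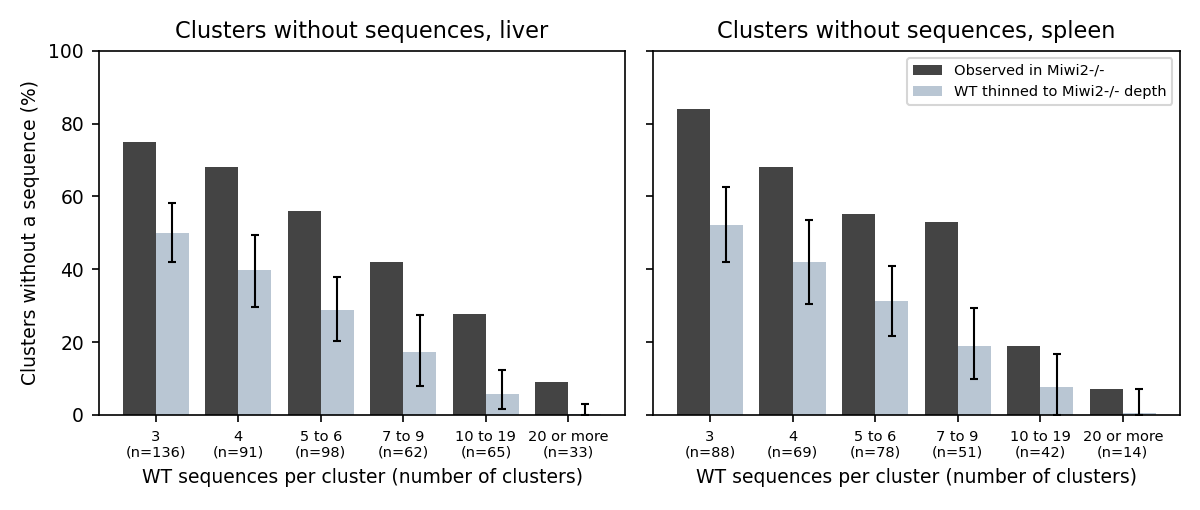
Share of clusters without a sequence (%, y axis) by the number of WT sequences in the cluster (x axis) in liver and spleen, as observed in the Miwi2−/− library (dark bars) and as the mean of 10000 draws in which the WT library was thinned to the Miwi2−/− depth (light bars, with the range of 95% of the draws). The observed bars fall from 75.0% to 9.09% in the liver and from 84.1% to 7.14% in the spleen, and each is above the thinned mean.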

The remaining somatic xUTR small RNA clusters present in WT mice were also present in the *Miwi2*^−/−^ mice.

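The other 219 liver clusters and 142 spleen clusters had at least 1 Miwi2−/− sequence. In both tissues the median was 1 Miwi2−/− sequence per cluster, and 122 of the liver clusters and 95 of the spleen clusters were present through a single sequence. When at least 2 sequences were required for a cluster to count as present, 388 liver clusters and 295 spleen clusters were without small RNAs in the Miwi2−/− tissue. Among the clusters found in both liver libraries, the most WT sequences were at Vmp1 (217 in WT and 96 in Miwi2−/− liver), Errfi1 (157 and 16; 3' UTR on chromosome 4 of NCBIM37 from 150241609 to 150243001) and Scd1 (137 and 34; chromosome 19 from 44468941 to 44472411). In the spleen they were at Vmp1 (246 in WT and 76 in Miwi2−/− spleen), Trim25 (90 and 15; chromosome 11 from 88874858 to 88881607) and Hist1h1c (77 and 32; chromosome 13 from 23831354 to 23832235). At Vmp1, 96 of the Miwi2−/− liver sequences and 70 of the Miwi2−/− spleen sequences lay at the Mir21 gene.

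**Figure D3:**
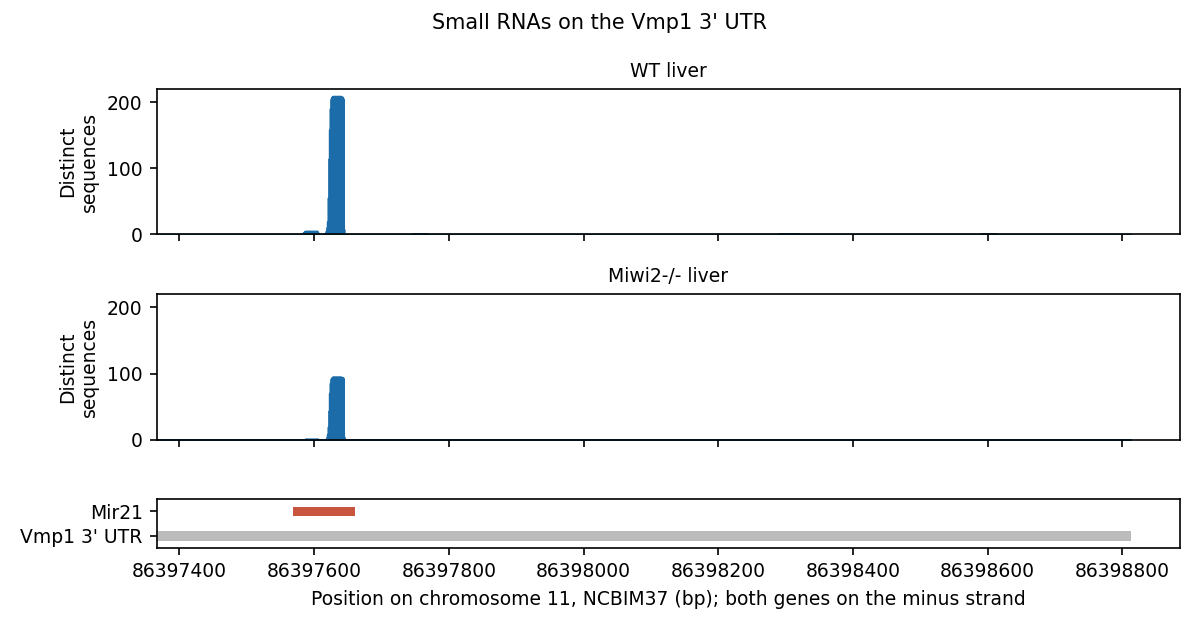
Number of distinct sequences covering each position (y axis) of the Vmp1 3' UTR on chromosome 11 of NCBIM37 (x axis, bp) in WT and Miwi2−/− liver, with the positions of the 3' UTR and of Mir21. The largest number was 209 in WT liver and 95 in Miwi2−/− liver, both inside Mir21.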

**Fig. 5:**
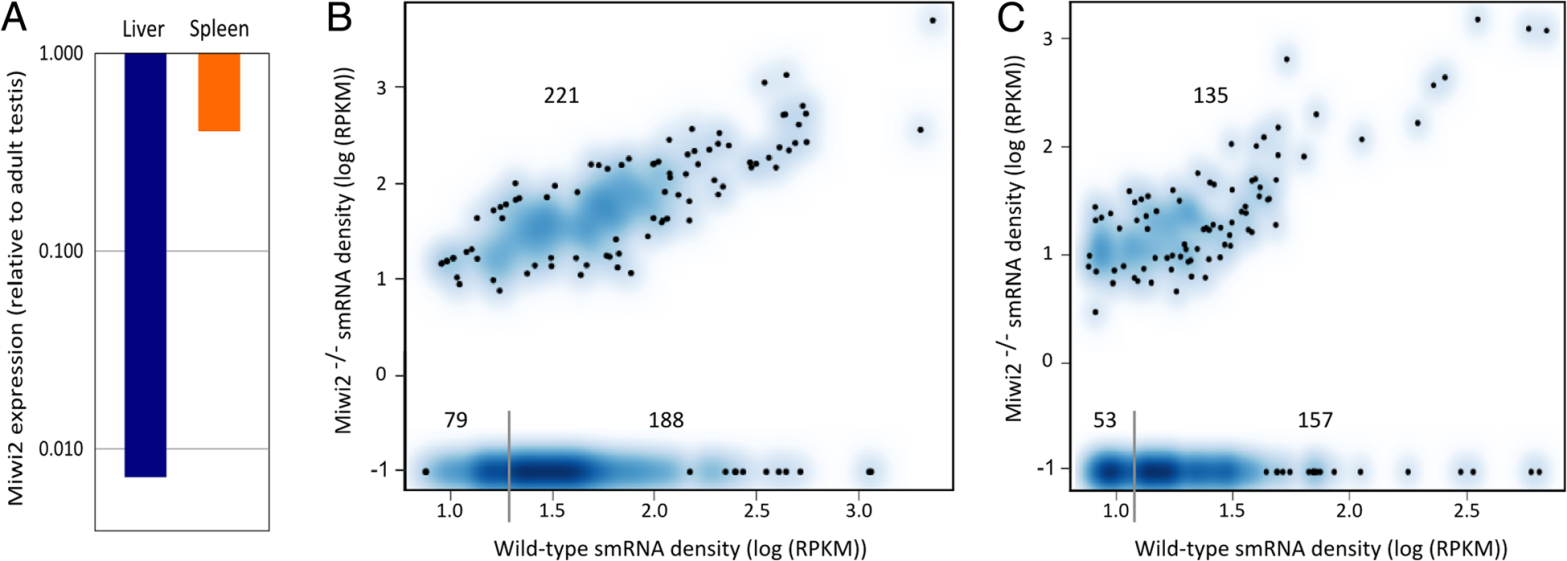
Dependence on MIWI2 defines two classes of somatic 3’ UTR small RNA clusters. **a** Expression of Miwi2 in mouse spleen and liver, assayed by quantitative RT-PCR. Results are expressed relative to the level in adult mouse testis; expression is reported on a logarithmic scale, and shows the degree to which it is lower than expression in testis. B and C) Density scatterplots of expression of small RNAs aligning to 3’UTR clusters in wild type mice (x-axis) and MIWI2^−/−^ mice (y-axis) in liver (**b**) and spleen (**c**). The intensity of the blue color is proportional to the number of genes with a given level of small RNA expression, measured as log (RPKM); dots in areas of lowest regional density represent individual genes. Plots are generated with smoothScatter in R. A subset of 3’ UTR smRNA clusters is absent in MIWI2^−/−^ mice (bottom, to right of gray line). The gray line separates smRNAs expressed at very low levels

To compare the properties of the MIWI2-independent and MIWI2-dependent somatic xUTR clusters, we first removed clusters that had small RNA density in the lowest quartile in the WT dataset and no reads in the *Miwi2*^−/−^ dataset (the reads to the left of the grey bar at the bottom of Figs. 5a,b). This filter, which removes the most weakly supported clusters, retained 188 (39 %) and 157 (46 %) MIWI2-dependent 3’ UTR clusters in liver and spleen, respectively (Figs. 5a, b). 

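The density of each cluster was computed as distinct WT sequences per kb of the largest annotated 3' UTR isoform per 1000000 uniquely aligned distinct sequences. Sequences downstream of the 3' UTR were counted while the length of the extension was not, which raises the density of extended clusters, and the paper's methods refer to the density in the cluster region. The lowest quartile ended at 22.7 in the liver and 12.0 in the spleen. Removing the clusters below it that had no Miwi2−/− sequence took out 82 clusters in the liver and 55 in the spleen. It left 184 MIWI2-dependent clusters in the liver (37.9% of 485) and 145 in the spleen (42.4% of 342). With the extension added to the length, a setting chosen after seeing the data, the quartile limits were 19.2 and 10.2, and 186 and 148 dependent clusters were left, with 30 liver clusters and 27 spleen clusters passing from 1 side of the filter to the other. Among the genes that the paper examined by qPCR as MIWI2-dependent, Pgrmc1 had 16 WT sequences, Cfi had 5 and Pon1 had 4 in the liver, and none of them had a Miwi2−/− sequence. At the thinning ratio for the liver, clusters of these sizes are left without a sequence in 2.51%, 31.6% and 39.8% of draws. These values use unshrunk WT counts, and the lower ratio of reads would give higher ones. In the spleen, Tcf4 had 21, Mlec 14 and Ppp2ca 7 WT sequences, again without a Miwi2−/− sequence. Ppp2ca, with a 3' UTR of 5807 nt in GENCODE M1, had a density of 9.33 and fell in the lowest quartile with either length. Among the genes examined as MIWI2-independent, Ahsg had 23 WT and 7 Miwi2−/− sequences in the liver, Cyb5 had 8 and 5, and Nudt7 had 8 and 2. In the spleen, Trim25 had 90 and 15, Etnk1 had 36 and 3, and Elk4 had 20 and 4.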

MIWI2-dependent and independent clusters did not show differences in length distribution, 5’ base composition (Additional file 1: Figures S5a, b), or expression between genes (Additional file 1: Figure S5c, based on RNA-Seq data). 

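The WT sequences of the MIWI2-dependent and the MIWI2-independent clusters were compared. Each difference was placed among 10000 random lists of clusters, matched in broad classes of the number of WT sequences. All of the largest clusters shared a single class. Random lists could therefore hold clusters of up to 217 WT sequences in the liver and 246 in the spleen. The largest dependent clusters held 27 and 21. In the liver, 1019 sequences of 183 dependent clusters and 2853 sequences of 219 independent clusters could be read in the direction of a gene. Their mean length was 24.9 nt in both classes, with the peak at 23 nt, and the difference of -0.018 nt lay at percentile 33.3 of the random lists. The share with 5' A was 32.5% in dependent clusters (Wilson 95% confidence interval 29.7 to 35.4) and 36.1% in independent clusters (34.4 to 37.9), a difference at percentile 13.2. For 5' U the shares were 39.3% (36.3 to 42.3) and 36.9% (35.2 to 38.7), a difference at percentile 86.1. In the spleen, 743 sequences of 145 dependent clusters and 1614 sequences of 142 independent clusters had mean lengths of 24.3 and 24.0 nt, with peaks at 24 and 23 nt, and the difference lay at percentile 52.5. The share with 5' A was 38.2% (34.8 to 41.8) and 37.9% (35.5 to 40.2), a difference at percentile 50.5. For 5' U they were 34.5% (31.1 to 37.9) and 39.9% (37.5 to 42.3), a difference at percentile 23.3. None of these differences was outside the central 95% of the random lists, but these ranges are wide, from -7.77 to 15.0 percentage points for 5' U in the spleen, because all Mir21 sequences lie in the independent cluster of Vmp1 and weigh on both the difference and the range. Without Mir21, a setting chosen after seeing the data, the liver differences were -6.05 percentage points for 5' A (random lists -5.75 to 3.02) and 6.51 for 5' U (-1.29 to 6.05), both outside the range, and -0.290 nt in mean length (-0.447 to 0.0555). In the spleen they were -4.25 for 5' A (-8.26 to 0.151), 1.98 for 5' U (-0.447 to 7.21) and -0.0897 nt (-0.387 to 0.191), all inside. When each cluster was given the same weight, the difference in 5' A in the liver was -4.71 percentage points, outside the range of -4.69 to 3.58 in 95% of the random lists. Clusters are not replicates, so the percentiles describe these libraries, and differences inside such ranges were not detectable at this depth.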

Finally, we examined the expression of the coding region and 3’ UTR in a subset of genes with MIWI2 dependent and independent clusters of small RNAs in WT and MIWI2 KO mice. There were no significant and consistent differences in expression in WT and MIWI2 KO liver and spleen between these two groups (Additional file 1: Figure S6). Although we can find no evidence that that knockout affects the expression of genes with MIWI2-dependent somatic xUTRs, the finding that some somatic xUTR clusters are dependent on MIWI2 provides in vivo evidence for a somatic activity of MIWI2.

## Discussion

We analyzed RNAs uniquely aligning to 3’ UTRs in a deep dataset of small RNAs from the adult mouse testis, identifying approximately 1600 new genes with 3’ UTRs that may be piRNA precursors, as well as nearly 1000 clusters with piRNAs that align to previously unannotated extended 3’ UTRs. piRNA-like small RNAs aligning to many 3’UTRs are also present in somatic tissues, where they appear to mark extended 3’UTRs; a subset of these somatic clusters is missing from somatic tissues of *Miwi2*^*−/−*^ mice. This novel evidence that MIWI2 has a role in the somatic production or maintenance of small RNAs presents interesting problems for understanding of its functions. While these studies indicate a possible function for piRNA-like RNAs in modulating 3’UTR length, the significance of this modulation is uncertain, however it may be related to recent evidence that pachytene piRNAs, including the subset derived from the 3’ UTRs of mRNAs, can contribute to degradation of mRNAs and retrotransposon transcripts during spermatogenesis [10–12].

Although our dataset overlapped with 3’ UTR piRNA clusters identified by reanalysis of previously published piRNA datasets [16, 17], due to the general lack of saturation in these datasets there were also many 3’UTR clusters unique to each dataset. By combining the three datasets, we annotated 3771 genes as producing 3’ UTR piRNA clusters in the adult mouse testis. Of these genes, 3721 were eligible for function and pathway analysis with IPA, which identified transcription and modification of protein as the top functions enriched in the combined gene set (Additional file 1: Table S4). These are consistent with the functional categories identified in previous reports [16, 17]. However, by analyzing the combined datasets, certain canonical pathways gained significance. One example is the FLT3 Signaling in Hematopoietic Progenitor Cells pathway (24 of 72 genes in the pathway had 3’ UTR piRNA clusters, *p* = 9.47 e-6), a pathway that stimulates the proliferation of stem cells and progenitor cells [21].

The evidence we have found is consistent with the interpretation that piRNAs and smaller somatic RNAs are derived from extended 3’UTRs, implying that their production may be connected in some way to regulation of 3’UTR length. The 3’ UTR is critical for regulating mRNA stability, localization, and translation (reviewed in [22]). Part of this regulation is influenced by 3’ UTR length, which has been shown to vary with cellular proliferation and reprogramming [23, 24]. Shorter 3’ UTR isoforms are generally expressed in cells with higher proliferation, such as iPS cells, cancer cells, and the testis [24–26], with a shift toward longer 3’ UTR expression as cells differentiate during embryogenesis [24]. mRNAs with these shorter 3’ UTR isoforms have increased stability and protein expression [25], suggesting that shortening of 3’ UTRs in testis, perhaps involving the production of piRNAs, could lead to increased expression of the associated genes. The evidence that extended 3’UTRs, and small RNAs derived from them, are also present in somatic tissues implies that this mechanism may be broadly active, but play a much more prominent role in differentiation of spermatocytes. Recent work has indicated that pachytene testis piRNAs are involved in degradation of retrotransposon transcripts and mRNAs [10–12]; it remains to be established how these findings relate to those described here. We do not posit a causal relationship between the small RNAs we describe and the shortening of 3’UTRs, because our evidence does not directly demonstrate such a relationship.

Perhaps the most intriguing finding of this study is that small RNAs aligning to extended 3’UTRs are also found in somatic tissues, and that a subset of these somatic 3’UTR clusters is absent in mice lacking a functional *Miwi2* (*Piwil4*) gene. The small RNAs aligning to extended 3’UTRs in somatic tissues differ from canonical piRNAs: they are shorter, lack the predominant 5’ uracil, and much less abundant than their testis counterparts. We assessed the role of MIWI2 in these clusters because we and others have found piRNAs in somatic tissues and cancer cells [19, 27], and we find low levels of *Miwi2* mRNA in somatic tissues (Fig. 5a). No phenotype except male sterility has previously been noted in *Miwi2*^*−/−*^ mice [9, 20, 27, 28], although we have found that knockdown of *Miwi2* expression results in differentiation of mouse erythroleukemia (MEL) cells [27]. The absence of somatic xUTR clusters is in effect a phenotype in *Miwi2*^*−/−*^ mice, but any consequences of this absence must be subtle: we find no apparent change in expression of the genes associated with these UTRs in *Miwi2*^*−/−*^ mice, and no other effects have been reported. MIWI2 has been shown to associate with piRNAs in the prenatal testis, and to mediate transcriptional silencing and methylation of retrotransposons at this stage of development [7, 9]. If it is involved in the generation or maintenance of small RNAs derived from 3’UTRs in somatic cells, this would imply some very different function, perhaps related to the recently demonstrated role of MIWI degradation of RNA transcripts [10–12].

## Conclusions

Using a very deep dataset of piRNAs from mature mouse testis, we show that clusters of piRNAs mark extended 3’UTRs that have not been previously annotated. These clusters are present on many mRNAs expressed in the testis, but also in somatic cells. A subset of somatic 3’UTR-derived small RNA clusters are dependent on MIWI2. MIWI2 is a Piwi protein that has been shown to associate with piRNAs in the prenatal testis, and to mediate transcriptional silencing and methylation of retrotransposons at this stage of development. Its potential involvement in the generation or maintenance of small RNAs derived from 3’UTRs in somatic cells would imply some very different function. These findings extend the biological scope of MIWI2 function, and also indicate the existence of a class of extended 3’UTRs that are processed into small RNAs.

## Methods

### Generation and sequencing of small RNA libraries

For testis piRNAs, 10 μg of total RNA from adult mouse testes was electrophoresed on an 18 % denaturing polyacrylamide gel with NEB miRNA markers, the gel stained with SYBR Gold, and the readily visible band migrating at 29 nt (range ~27-31 nt) excised. RNA was eluted from the gel fragment and purified by standard methods. Illumina libraries were constructed from RNA specimens using the Illumina Small RNA Library kit, following the manufacturer’s protocol. Libraries were sequenced on an Illumina GAII apparatus to collect reads of 36 nucleotides. Raw data was processed with the Illumina pipeline v1.3.2. Data are deposited into the GEO database with accession number GSE26251.

For deep sequencing of somatic small RNAs, liver and spleen were harvested from WT and *Miwi2*^*−/−*^ mice [9] and flash frozen in liquid nitrogen (all animal studies were carried out in accordance with CHORI’s Institutional Animal Care and Use Committee regulations). Frozen tissue was homogenized using a Tissue Tearor homogenizer (Biospec Products) and small RNAs (10 – 200 bases) were purified using RNAzol RT (Molecular Research Center, Inc.). Purified RNAs were run on an 18 % denaturing PAGE, the region spanning ~22-35 nt was excised, and RNAs were purified for deep sequencing. RNA libraries were produced as above, with the exception that the Illumina small RNA 3’ adapter v1.5 was used; this adapter is modified by 5’ adenylation. Data are deposited into the GEO database with accession number GSE47093.

### Data processing of small RNAs

Adapter sequences were removed from the 3’ ends of raw reads; up to 25 % mismatch was allowed between the adaptor and read sequences. Exact duplicate sequences were collapsed (only a single representative read was retained). Known contaminants and small RNAs were removed by alignment with Bowtie [29], allowing for up to 3 mismatches. These contaminants and small RNAs included 3’ and 5’ adapter sequences; rRNA (GenBank), tRNA [30–34], and miRNA [35–37] downloaded from the UCSC Genome Browser database [38]; miRNAs from miRBase Release 17 [35, 36, 39, 40]; and snoRNA, snRNA and miRNA downloaded from Ensembl release 65 [41].

### Comparing small RNAs to published datasets

Published small RNA sequences were downloaded from the NCBI Gene Expression Omnibus (GEO) [42], including MILI and MIWI immunoprecipitated and total small RNA from adult mouse testis (GSM475279-GSM475281; [16]) and small RNA sequences from pachytene spermatocytes, round spermatids, and type A spermatogonia (GSM610965-GSM610967;[17]). Similarity indices, the number of sequences in the intersection of the two datasets divided by the number of sequences in the union, were calculated as in [17]. Sequence data from these published sets were reprocessed following the same methods we used to analyze our dataset.

### Small RNA alignment and annotation

Cleaned RNAs were aligned to the NCBI37/mm9 assembly of the mouse genome using Bowtie [29] allowing up to one mismatch and no multiple alignments. Sequences were classified as falling within a genomic feature if at least 50 % of the read length overlapped that feature (BEDTools, [43]). Annotation tracks were downloaded from the UCSC Genome Browser database ([38], November 2010), including those for repetitive elements (RepeatMasker [44]), mRNA (RefSeq exon [45, 46], and introns (RefSeq intron [45, 46]. RNAs were classified as being intergenic if they did not intersect any of the above tracks. Small RNAs that overlapped multiple tracks were classified exclusively in the order of repetitive element > mRNA > intron > intergenic.

### Generation of piRNA clusters

#### Testis dataset

In the testis dataset, we used the feature density estimator F-Seq [47] to identify genomic regions significantly enriched for aligned piRNAs, using a feature length of 1000 and a threshold of 15 standard deviations. To generate 3’ UTR piRNA clusters, we extended the significantly enriched regions by 1 kb if there were 2 piRNA per 1 kb extension and merged overlapping regions. The boundaries of the clusters were then shrunk to the locations of actual aligned piRNAs, and clusters were selected for further analysis if they overlapped a RefSeq 3’ UTR (excluding non-coding genes) by any amount. Unidirectional clusters with over 60 % of reads aligning to a give strand were then selected, and the gene with the greatest 3’ UTR overlap in the sense direction was assigned as the source. The 5’ ends of the clusters were trimmed to match the annotated 3’ UTR, and the boundaries of the clusters were then trimmed to the location of sense piRNAs. If the 3’ end overlapped an adjacent gene, the overlapping portion was removed. However, 3’ UTR clusters that completely overlapped another gene were retained.

To generate other piRNA clusters, we started with the F-Seq defined regions above. We then expanded these regions by 500 bp if there was 1 piRNA in a 500 bp window. As intergenic piRNA clusters are known to span regions with repetitive elements, which would not contain our uniquely aligned reads, we then merged the clusters with the annotated RepeatMasker track elements within 50 bp. We then expanded the clusters by 500 bp windows if they contained 1 piRNA and checked the clusters that had expanded by more than 20 % of their length. We separated clusters if two clusters with reads aligning to different strands had merged. We then shrunk the cluster boundaries to the locations of aligned piRNAs. Clusters were annotated based on the presence of 50 % or more of their contained sequences within a given annotation track (coding exon, UTR, intron). Clusters with fewer than 50 % of sequences aligning to a genic track were classified as intergenic.

#### Somatic datasets

In the liver and spleen small RNA datasets, we identified 3’ UTR clusters by first identifying genes where the density of sense small RNAs in the 3’ UTR was at least two fold that of the density in the coding region. We then selected 3’ UTRs with at least 3 small RNAs and a density of over 7.5 reads per kilobase 3’ UTR per million reads aligned. We set the cluster boundaries as the region of the largest 3’ UTR isoform and extended the 3’ boundary if there was at least 1 sense small RNA per 2 kb.

### 3’ UTR cluster comparison and functional analysis

Genes with 3’ UTR piRNA clusters identified in our testis dataset, Robine et al. [16], and Gan et al. [17], were analyzed with IPA (Ingenuity Systems, www.ingenuity.com). IPA core analysis was conducted using the default parameters. The Functional Analysis identified the biological functions that were most significant to the combined data set. A right-tailed Fisher’s exact test was used to calculate a p-value determining the probability that each biological function assigned to that data set is due to chance alone.

When analyzing the spleen and liver datasets, enrichment of specific gene ontology terms for genes with clusters of small RNAs overlapping their 3’ UTRs was determined using the Functional Annotation tool of the DAVID Bioinformatics Resources [48, 49].

### Antisense reads in 3’ UTR clusters

To analyze antisense reads in 3’ UTR piRNA clusters, we first aligned the small RNA sequences to the genome allowing up to two mismatches and up to 25 alignments. Sites of 10-bp overlap were defined as regions within a 3’ UTR cluster where the first 10 bases of sequences aligned to the plus and minus strands overlapped each other. To determine the most likely genomic source of sequences aligning antisense within the 3’ UTR clusters, these sequences were extracted and re-aligned to the genome under strict conditions (up to one mismatch, unique alignments only). These positions were then annotated based on their presence in an original 3’ UTR cluster, an intergenic piRNA cluster (see above), a different piRNA cluster, or any other location.

### Extended 3’ UTR cluster selection and expression

3’ UTR clusters were selected that extended beyond the annotated 3’ UTR by more than 30 % of the length of the cluster. Clusters that completely overlapped an annotated gene, in the sense or antisense direction, were removed from this analysis. For the expression analysis, only the portion of the cluster that did not overlap the annotated 3’ UTR was considered.

To calculate the expression of the unannotated portion of the extended 3’ UTR cluster precursors, we used mouse testis RNA-Seq data [18] downloaded from the NCBI Sequence Read Archive (ww.ncbi.nlm.nih.gov/sra, accession number SRR036361). We aligned these reads to the mouse genome (assembly NCBI37/mm9) using Bowtie [29] allowing up to one mismatch and no multiple alignments. We used BEDTools [43] to isolate aligned reads that intersected the regions of interest in the sense direction and calculated the expression of these regions by dividing the number of reads in a region by the length of the region and the number of aligned reads and multiplying by 10^9^. We then used BEDTools [43] to generate a set of shuffled intergenic regions of the same size as the unannotated portion of the extended 3’ UTRs, maintaining the same chromosome coverage. Using these regions as background for RNA-Seq expression, we chose a cut-off for positive expression at which 95 % of random intergenic regions are expressed at a lower level.

Expression of the RefSeq mRNA for genes with extended 3’ UTR clusters was calculated as for the annotated portion of the clusters. To calculate expression of the unannotated portion of extended 3’ UTR piRNA precursors in somatic tissues, we first downloaded RNA-Seq data for spleen, lung, liver, kidney, heart, cortex, cerebellum and bone marrow from the ENCODE project (Ren LICR-m group, [50], DCC_Accession wgEncodeEM001706, wgEncodeEM001709-1715). We aligned the sequences and calculated the tissue-specific expression as above.

Gene expression was calculated in spleen and liver in the same fashion. RNA-Seq data for spleen and liver were downloaded from the ENCODE project (Ren LICR-m group, [50], DCC_Accession wgEncodeEM001709 and wgEncodeEM001714, respectively). The density of aligned reads was calculated for mRNA (RefSeq exon [45, 46] as above.

### Northern blot analysis

Mouse testis, brain, spleen and liver were harvested and flash-frozen in liquid nitrogen. Tissues were homogenized in TRIzol Reagent (Invitrogen) using a Tissue Tearor homogenizer (Biospec Products) and total RNA was purified according to the manufacturer’s instructions. mRNA was purified from total RNA using a polyA Spin mRNA Isolation Kit (New England Biolabs) according to manufacturer’s instructions. Northern blotting used the Ambion NorthernMax kit (Invitrogen) following the manufacturer’s instructions. 1 % agarose gels were run with 1 ug mRNA per well and transferred to Ambion BrightStar-Plus membrane (Invitrogen) using downward capillary transfer. RNA was then cross-linked to the membrane using a UV Stratalinker 1800 (Stratagene) and stored at −20 °C. Cross-linked membranes were hybridized to radiolabeled single-stranded DNA probe overnight at 42 °C, washed, and exposed to a phosphorscreen for one week. Phosphorscreens were scanned using a Storm 840 phosphorimager (Molecular Dynamics), and images were analyzed using ImageQuant 5.0.

Template for the Northern blot probe was created by first purifying liver DNA using TRIzol Reagent (Invitrogen) according to the manufacturer’s instructions. 

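On NCBIM37, Pdpr (ENSMUSG00000033624.4) is annotated on chromosome 8 from 113618530 to 113660974 on the plus strand in GENCODE M1. The primers of the exon-specific probe enclose 268 bp from 113625754 to 113626021, inside the annotated gene, with the forward primer in an annotated exon and the reverse primer outside one. The primers of the extended 3' UTR-specific probe enclose 974 bp from 113661812 to 113662785. This stretch begins 838 bp downstream of the annotated 3' end of the gene and lies outside its annotated exons. The lists of WT liver and WT spleen cluster sequences held 0 sequences inside either stretch. These lists hold only sequences in somatic 3' UTR clusters, and Pdpr has no such cluster in them. The count therefore cannot show whether other small RNAs aligned there.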

Liver DNA was then used as a template for PCR amplification of the probe sequences for *Pdpr*, using primers NblotEx-F and NblotEx-R for the exon-specific probe and NblotUTR-F and NblotUTR-R for the extended 3’ UTR-specific probe (Additional file 3: Table S7). PCR products were purified using a QIAquick PCR purification kit (Qiagen) according to the manufacturer’s instructions.

Primer extension was then used to make radiolabeled single-stranded DNA probes. Radiolabeled probes were purified using SigmaSpin™ Sequencing Reaction Clean-up, Post-reaction Clean-up Columns (Sigma-Aldrich) according to the manufacturer’s instructions.

### RT-PCR of extended 3’ UTR clusters

Total RNA was purified as in the Northern blot analysis, and contaminating genomic DNA was removed with the RNase-Free DNase Set (Qiagen) according to the manufacturer’s instructions. RNA was then cleaned with the RNeasy Mini Kit (Qiagen) RNA cleanup protocol. cDNA was synthesized using the ProtoScript™ M-MuLV Taq RT-PCR Kit (New England BioLabs) according to the manufacturer’s instructions and used as template in the RT-PCR reactions. See Additional file 3: Table S7 for primer sequences, annealing temperatures and extension times. RT-PCR products were run on 1 % agarose gels stained with ethidium bromide and scored as either expressing or not expressing the transcript.

### Some 3’ UTR small RNA clusters are tissue-specific

Since our somatic small RNA datasets were so much smaller than the testis dataset, we used a different approach for identifying 3’ UTRs associated with small RNAs. In the liver and spleen small RNA datasets, we identified 3’ UTR clusters by first identifying RefSeq genes where the density of sense small RNAs in the 3’ UTR was at least two fold that of the density in the coding region. We then selected 3’ UTRs with at least 3 small RNAs and a density of over 7.5 reads per kilobase 3’ UTR per million reads aligned. We set the cluster boundaries as the region of the largest 3’ UTR isoform and extended the 3’ boundary if there was at least 1 sense small RNA per 2 kb.

### Determining MIWI2 dependent and independent somatic clusters

To determine which somatic 3’ UTR smRNA clusters were MIWI2 dependent, we first calculated the density of small RNAs in each 3’ UTR cluster region using datasets from WT and *Miwi2*^*−/−*^ mice as above. If a cluster region had small RNAs in both the WT and *Miwi2*^*−/−*^ datasets, it was determined to be MIWI2 independent. Clusters without any small RNAs in the *Miwi2*^*−/−*^ dataset, and in the bottom quartile of density in the WT dataset, were filtered because they were too small to determine MIWI2 dependence. The remaining clusters, in the top quartiles of small RNA expression in the WT dataset and lacking small RNA alignments from the *Miwi2*^*−/−*^ dataset, were called as MIWI2 dependent clusters.

### qRT-PCR

For quantitative RT-PCR of somatic expression of Miwi2 and of mRNA derived from genes with somatic 3’ UTR small RNA clusters, cDNA was purified as for “RT-PCR of extended 3’ UTR clusters” above. PCR reactions were carried out using FastStart Universal SYBR Green Master (Roche) on an ABI 7900 Real-Time PCR machine according to the manufacturer instructions. All reactions were run in duplicate (quadruplicate for Miwi2 expression), and the mean CT was used for downstream analysis. Expression values were calculated using a standard ladder of pooled cDNA, and normalized for GAPDH expression in that cDNA prep. Values shown are the average and standard deviation obtained from two different mice.

### Availability of supporting data

The data sets supporting the results of this article are available in the NCBI GEO repository, with accession numbers GSE26251 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE26251) and GSE47093 (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE47093).

## Additional Files

Additional file 1: Table S1. Data processing for small RNA reads. **Table S2**: Functional enrichment of genes with 3' UTR piRNA clusters. **Table S3:** Data processing for deep sequencing of somatic small RNA. **Table S4.** GO terms associated with tissue-specific xUTR. **Table S5:** Data processing for deep sequencing of somatic small RNA in Miwi2^−/−^ mice. **Figure S1: a)** 3’ UTR clusters in testis are enriched for previously identified piRNAs. **b)** Correlation of the density of piRNAs from our dataset in 3’ UTR clusters with the density of MILI- and MIWI-associated piRNAs at the same 3’UTR clusters. **Figure S2:** Antisense reads in 3’ UTR piRNA clusters show evidence of ping-pong amplification, and are derived from intergenic piRNA clusters. **Figure S3:** Unannotated 3’ UTRs are expressed in somatic tissues. **Figure S4:** Small RNAs aligning to somatic xUTRs. **Figure S5:** MIWI2-dependent small RNAs aligning to somatic xUTRs. **Figure S6:** Expression levels of exons and 3’UTRs from genes with MIWI2-dependent somatic xUTR clusters. Additional file 2: Table S6. List of adult testis piRNA clusters that overlap 3' UTRs. 

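Table S6 lists, for each testis cluster, its chromosome, start, end, name and strand on mm9, in BED format. The clusters were found by the authors from piRNAs of the adult testis that align uniquely to the genome, and the list keeps those on the same strand as a 3' UTR that they overlap. It gives no density and does not mark which clusters extend beyond the annotated 3' UTR. Matched to the testis list on 14 complete chromosomes, 28.0% of the WT liver clusters and 32.0% of the WT spleen clusters overlapped a testis cluster.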

Additional file 3: Table S7. List of PCR primers.

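Each RT-PCR locus in Table S7 has 3 primer pairs, which amplify between exons, from an exon into the unannotated 3' UTR, and within the unannotated 3' UTR. The loci are named after testis clusters. At Rtn4ip1, the pair within the unannotated 3' UTR encloses 1210 bp on chromosome 10 of NCBIM37 from 43667669 to 43668878, directly downstream of the annotated 3' end of the gene at 43667668 and inside the testis cluster from 43666327 to 43668907. At Bdkrb2, it lies on chromosome 12 from 106831857 to 106832576, downstream of the gene, whose annotated 3' end is at 106831281. In GENCODE M1, 6 of the 10 amplicons within the unannotated 3' UTR lie inside the annotated gene, among them those of Rab11fip4 (chromosome 11 from 79508435 to 79509151) and Clgn (chromosome 8 from 85951059 to 85951778), and 4 reach past its annotated end. Of the 12 3' UTR qPCR amplicons, the 6 of genes examined as MIWI2-dependent contain 0 to 2 WT sequences per tissue. Those of Etnk1, Cyb5, Nudt7 and Elk4, examined as MIWI2-independent, lie in the same range. The most are in the amplicon of Trim25, on chromosome 11 from 88880764 to 88880956, with 12 WT liver sequences and 10 WT spleen sequences, followed by that of Ahsg, on chromosome 16 from 22899471 to 22899580, with 6 WT liver sequences. Both of these genes were examined as MIWI2-independent.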

# Supplementary material for: piRNA-like small RNAs mark extended 3’UTRs present in germ and somatic cells
**Source:** BMC Genomics. 2015 Jun 16;16(1):462. doi: 10.1186/s12864-015-1662-6
**Supplement:** Additional file 1: Table S1. — Data processing for small RNA reads. Table S2: Functional enrichment of genes with 3' UTR piRNA clusters. Table S3: Data processing for deep sequencing of somatic small RNA. Table S4. GO terms associated with tissue-specific xUTR. Table S5: Data processing for deep sequencing of somatic small RNA in Miwi2−/− mice. Figure S1: a) 3’ UTR clusters in testis are enriched for previously identified piRNAs. b) Correlation of the density of piRNAs from our dataset in 3’ UTR clusters with the density of MILI- and MIWI-associated piRNAs at the same 3’UTR clusters. Figure S2: Antisense reads in 3’ UTR piRNA clusters show evidence of ping-pong amplification, and are derived from intergenic piRNA clusters. Figure S3: Unannotated 3’ UTRs are expressed in somatic tissues. Figure S4: Small RNAs aligning to somatic xUTRs. Figure S5: MIWI2-dependent small RNAs aligning to somatic xUTRs. Figure S6: Expression levels of exons and 3’UTRs from genes with MIWI2-dependent somatic xUTR clusters.

## Additional Material

Yamtich *et al*, “piRNAs mark extended 3’UTRs present in germ and somatic cells”

### Additional Tables

| Libraries                      | Reads             | Sequences        |
|--------------------------------|-------------------|------------------|
| All                            | 139,338,293       | 14,858,165       |
| After adapter removal          | 126,005,581 (90%) | 13,346,009 (90%) |
| After known ncRNA removal      | 123,437,232 (89%) | 13,319,197 (90%) |
| Mapping to genome (1 mismatch) | 112,633,457 (91%) | 8,560,560 (64%)  |
| Unique-mappers                 | 104,380,004 (93%) | 7,561,049 (88%)  |
| Multi-mappers                  | 8,253,453 (7%)    | 999,511 (12%)    |

**Additional Table 1: Data processing for small RNA reads**

| Category                                   | p-Value | # Genes |
|--------------------------------------------|---------|---------|
| Gene Expression                            | 1.7E-11 | 385     |
| Post-Translational Modification            | 1.3E-09 | 60      |
| RNA Post-Transcriptional Modification      | 6.2E-09 | 81      |
| Infectious Disease                         | 2.9E-08 | 143     |
| DNA Replication, Recombination, and Repair | 8.7E-08 | 69      |
| Cell Cycle                                 | 2.4E-07 | 264     |

**Additional Table 2: Functional enrichment of genes with 3' UTR piRNA clusters**

| Libraries                      | Liver      |           | Spleen     |           |
|--------------------------------|------------|-----------|------------|-----------|
|                                | Reads      | Sequences | Reads      | Sequences |
| All                            | 33,444,464 | 3,138,340 | 31,728,186 | 2,764,166 |
| After adapter removal          | 29,693,355 | 2,139,467 | 28,369,926 | 2,005,827 |
| After known ncRNA removal      | 1,400,855  | 328,464   | 1,940,299  | 409,975   |
| Mapping to genome (1 mismatch) | 279,748    | 91,368    | 442,569    | 164,019   |
| Unique-mappers                 | 174,904    | 64,572    | 273,960    | 129,176   |
| Multi-mappers                  | 104,844    | 26,796    | 168,609    | 34,843    |

**Additional Table 3: Data processing for deep sequencing of somatic small RNA**

| Tissue | GO Cluster Annotation                      | Enrichment |
|--------|--------------------------------------------|------------|
| Testis | Membrane-enclosed lumen                    | 17.6       |
|        | Zinc ion binding                           | 17.2       |
|        | Cellular macromolecule catabolic process   | 13.7       |
|        | Nucleus                                    | 10.7       |
|        | Chaperone                                  | 7.6        |
| Liver  | Cofactor metabolic process                 | 5.7        |
|        | Vesicular fraction                         | 5.3        |
|        | Mitochondrion                              | 4.7        |
|        | Acute inflammatory response                | 3.8        |
|        | Lipid binding START domain                 | 3.3        |
| Spleen | Intracellular non-membrane-bound organelle | 4.8        |
|        | Actin cytoskeleton                         | 2.5        |
|        | Ubiquitin associated EF1B, eukaryote       | 2.4        |
|        | Blood vessel development                   | 2.4        |
|        | Nucleus                                    | 2.2        |

**Additional Table 4. GO terms associated with tissue-specific xUTRs**

| Libraries                      | <u><i>Miwi2</i><sup>-/-</sup> Liver</u> |           | <u><i>Miwi2</i><sup>-/-</sup> Spleen</u> |           |
|--------------------------------|-----------------------------------------|-----------|------------------------------------------|-----------|
|                                | Reads                                   | Sequences | Reads                                    | Sequences |
| All                            | 5,851,502                               | 381,020   | 4,880,091                                | 417,232   |
| After adapter removal          | 5,498,466                               | 270,503   | 4,248,938                                | 279,836   |
| After known ncRNA removal      | 405,250                                 | 75,887    | 252,929                                  | 83,844    |
| Mapping to genome (1 mismatch) | 37,414                                  | 20,465    | 61,637                                   | 33,899    |
| Unique-mappers                 | 22,536                                  | 13,288    | 41,644                                   | 25,218    |
| Multi-mappers                  | 14,878                                  | 7,177     | 19,993                                   | 8,681     |

**Additional Table 5: Data processing for deep sequencing of somatic small RNA in *Miwi2*<sup>-/-</sup> mice**

**Additional Table 6: List of adult testis piRNA clusters that overlap with 3' UTRs** (separate file in BED format: "Yamtich\_SuppTable6\_smallRNAclusters\_X\_3UTR.bed")

**Additional Table 7: List of PCR primers** (separate spreadsheet: "Yamtich\_SuppTable7\_primers.xls")

## Additional Figures

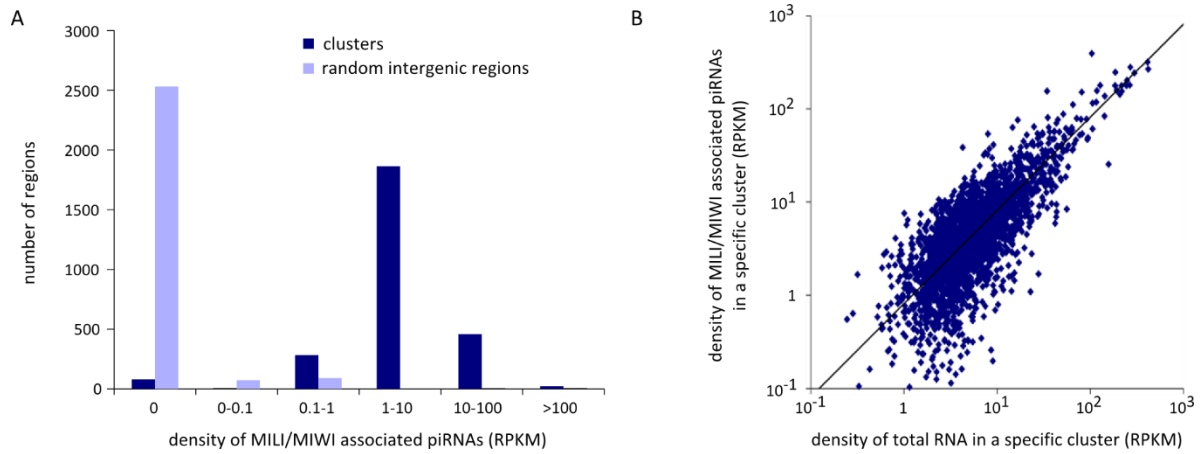

**Additional Figure 1: A)** 3' UTR clusters in testis are enriched for previously identified piRNAs. The density of previously published piRNAs associated with MILI or MIWI in 3' UTR clusters identified using our testis small RNA data (dark blue) or in random intergenic regions of the same sizes (light blue). piRNAs rarely align to randomly selected regions, but most of our 3'UTR clusters have some piRNAs aligned. **B)** Correlation of the density of piRNAs from our dataset in 3' UTR clusters (x-axis) with the density of MILI- and MIWI-associated piRNAs at the same 3'UTR clusters (y-axis). RPKM, reads per kilobase of cluster per million aligned reads in dataset. Clusters with higher densities of aligned reads from our dataset also have higher densities of aligned reads from MILI and MIWI datasets.

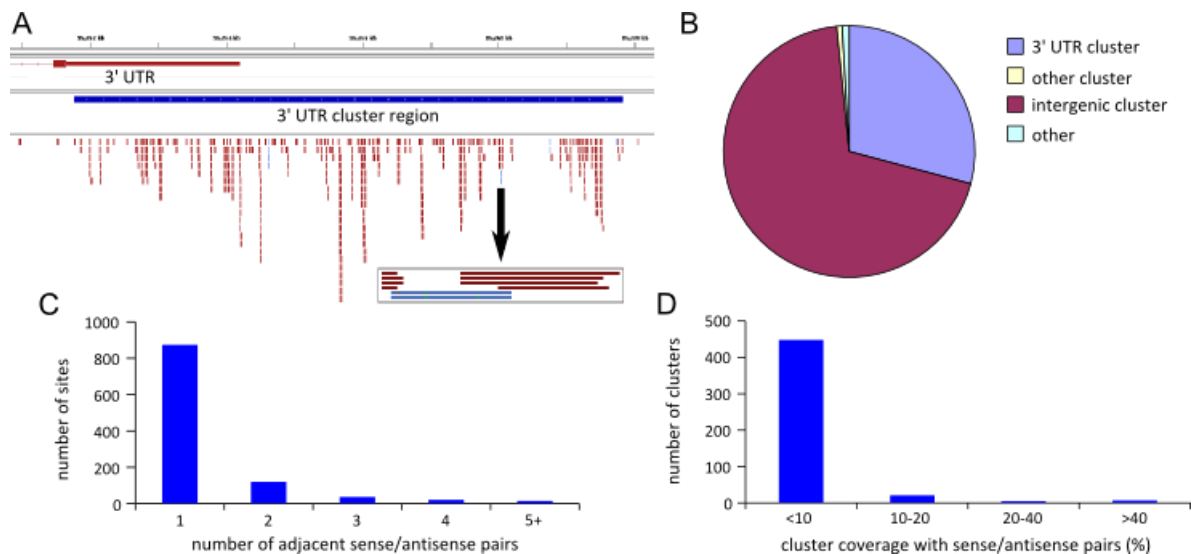

**Additional Figure 2: Antisense reads in 3' UTR piRNA clusters show evidence of ping-pong amplification, and are derived from intergenic piRNA clusters.** A) Representative 3' UTR cluster, with antisense reads. From top to bottom, the figure shows the annotated 3' UTR (red), the 3' UTR cluster region (blue), and piRNAs (red: plus strand; blue: minus strand). Inset: close-up view of the small region encompassing the 10-bp sense/antisense piRNA overlap typical of ping-pong amplification. B) Annotation of the genomic sources of antisense reads that have 10-bp overlap with sense reads in 3' UTR clusters. Most are derived from intergenic piRNA clusters, but nearly a third come from 3' UTR clusters. To determine the genomic source of the likely piRNAs, we took antisense sequences from locations with evidence of ping-pong, and realigned them to the genome allowing only unique alignments and up to one mismatch (see Methods); this procedure identified the likely genomic origin of 7,295 antisense RNAs that may be primary piRNAs. C) Distribution of the number of sense/antisense overlaps in each region covered by overlapping RNAs. Most sites have only one pair. D) Distribution of 3' UTR cluster coverage by 10-bp sense/antisense piRNA overlaps. The vast majority of clusters contain sense/antisense pairs over less than 10% of their length.

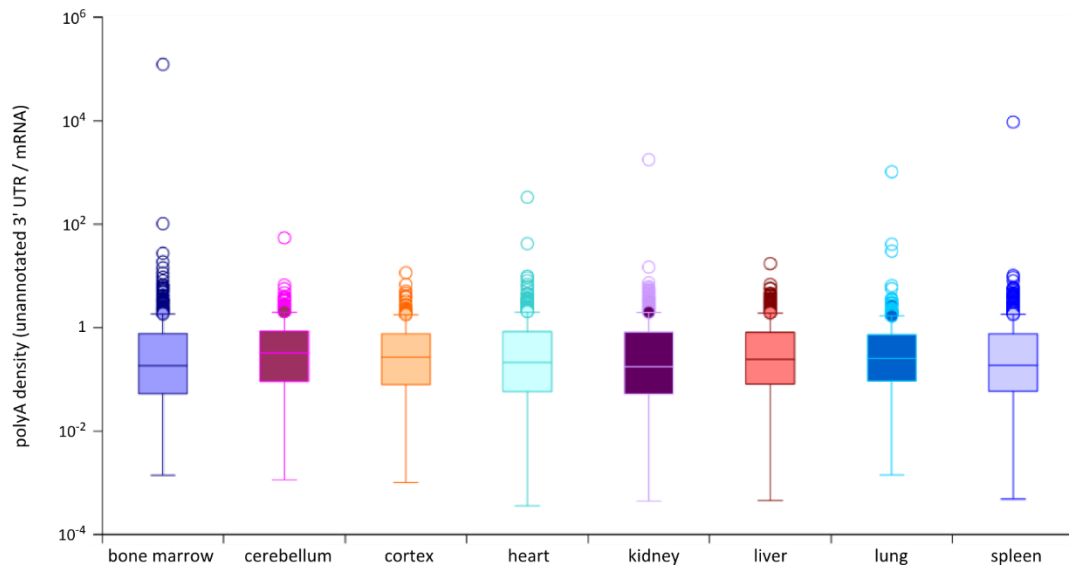

**Additional Figure 3:** Unannotated 3' UTRs are expressed in somatic tissues. The horizontal axis shows the tissues whose mRNA expression levels were analyzed. The y-axis shows the ratio of expression (read density in RPKM) of the unannotated 3'UTR to expression of the corresponding annotated mRNA: a ratio of 1 indicates equal expression. The extended 3'UTRs are expressed in all tissues: in most cases, the unannotated 3'UTR is less abundant than the canonical annotated mRNA, but in some cases it is more abundant.

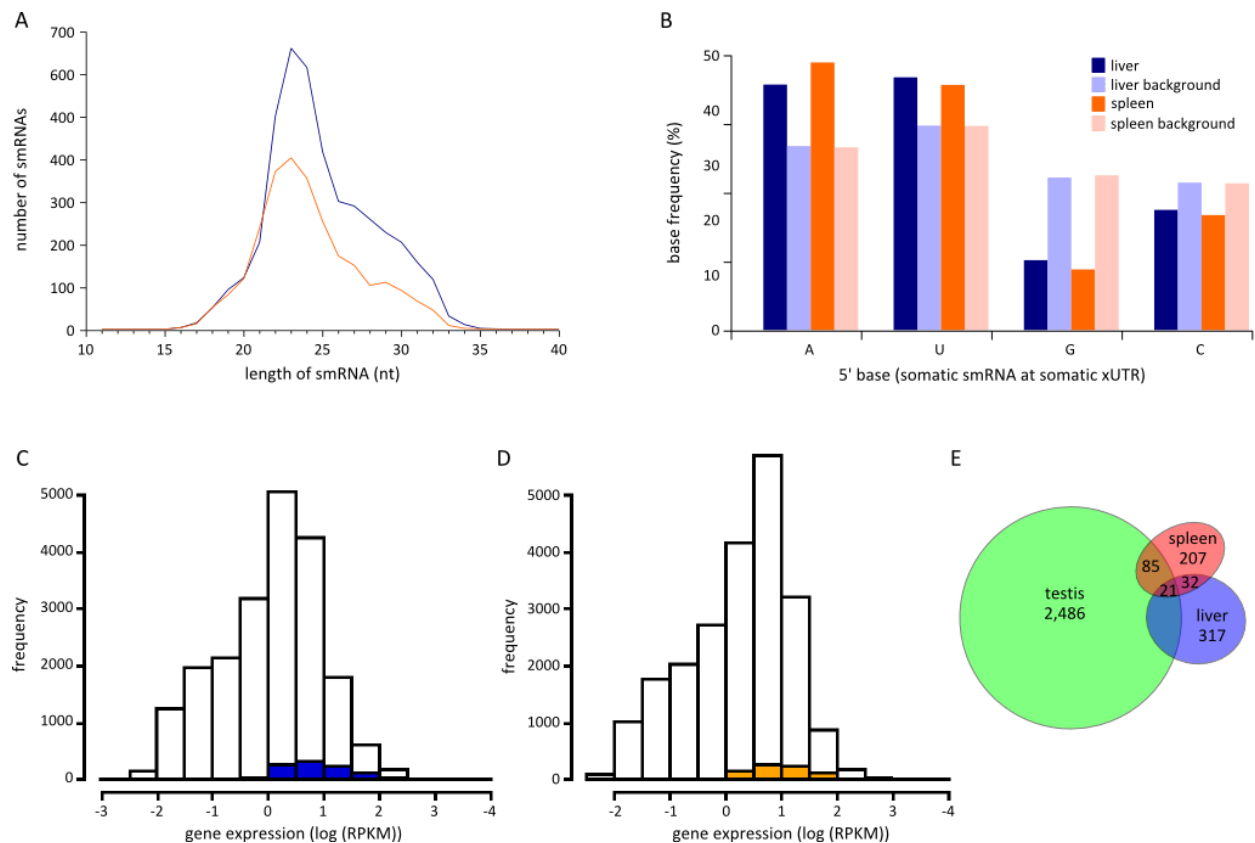

**Additional Figure 4: Small RNAs aligning to somatic xUTRs. A)** Length distribution of small RNAs from liver (blue) and spleen (red) aligning to somatic xUTRs. **B)** 5' base composition of small RNAs aligning to xUTRs in liver and spleen. **C** and **D)** Relationship between gene expression level and the presence of small RNAs aligning to xUTRs in liver (**C**) and spleen (**D**). Colored bars indicate expression levels of genes with xUTRs; all other genes are white bars. Many highly expressed genes lack 3' UTR small RNA clusters. Expression levels are derived from Encode RNA-seq data. **E)** Venn diagram illustrating the overlap of xUTRs identified in testis, spleen, and liver. Most xUTRs are specific to one of the three tissues.

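Of the 485 genes with WT liver clusters and the 342 with WT spleen clusters, 52 were in both lists, 10.7% of the liver genes and 15.2% of the spleen genes. In 50 of these genes the stretches covered by sequences in the 2 tissues overlapped over at least 50.0% of the shorter one. The testis clusters were taken from the part of the paper's Table S6 that was analysed here, which lists 1878 clusters on 14 complete chromosomes. On these chromosomes, 91 of 325 liver clusters (28.0%, Wilson 95% confidence interval 23.4 to 33.1) and 81 of 253 spleen clusters (32.0%, 26.6 to 38.0) overlapped a testis cluster on the same strand by at least 1 bp. Of the 52 genes in both tissues, 17 had Miwi2−/− sequences in both, 13 in neither, 9 in the liver alone and 13 in the spleen alone.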

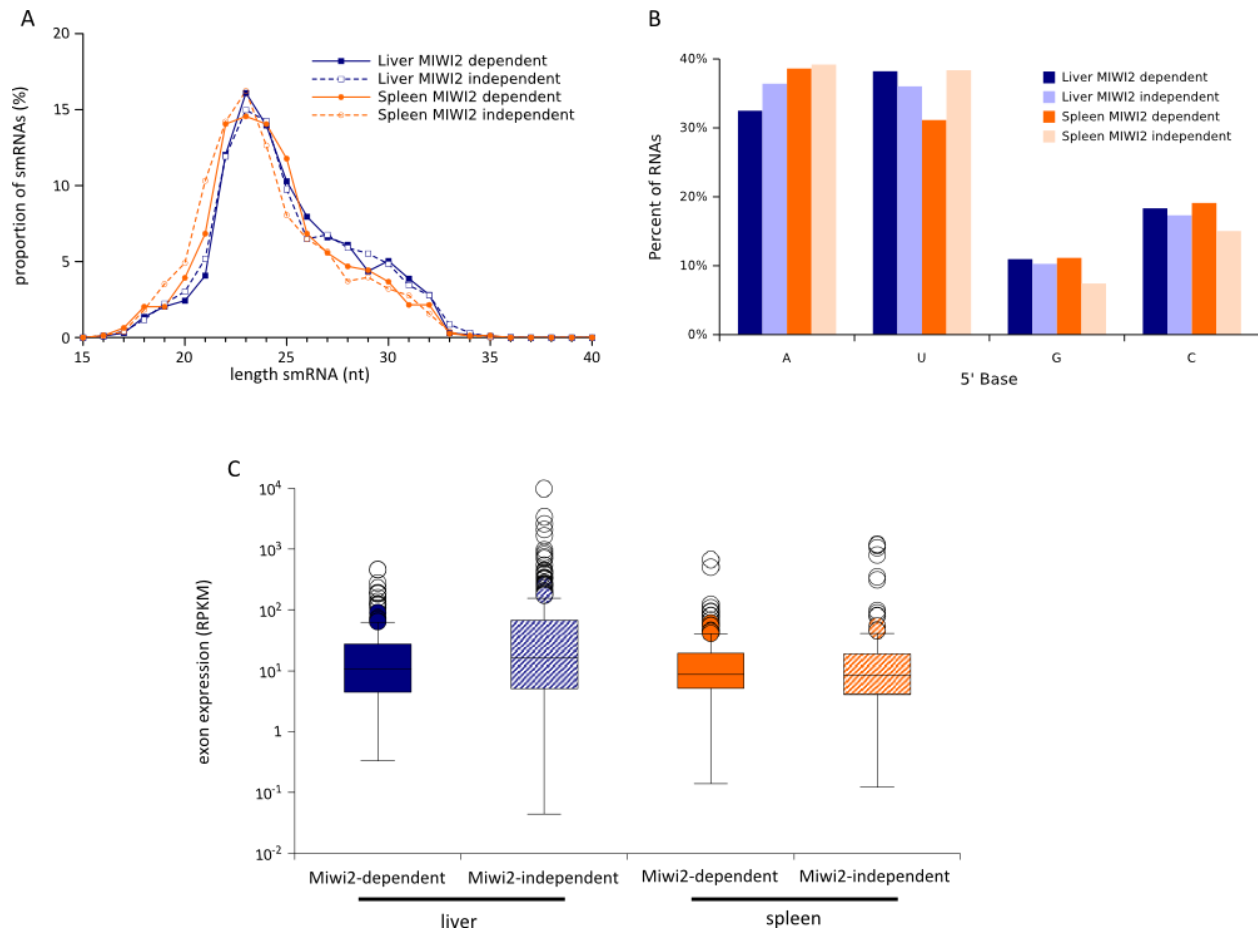

**Additional Figure 5: MIWI2-dependent small RNAs aligning to somatic xUTRs. A)** Length distribution of MIWI2-dependent and -independent small RNAs in liver and spleen. **B)** 5' base composition of MIWI2-dependent and -independent small RNAs aligning to xUTRs in liver and spleen. **C)** Expression levels of genes with MIWI2-dependent and -independent somatic xUTR clusters in liver and spleen.

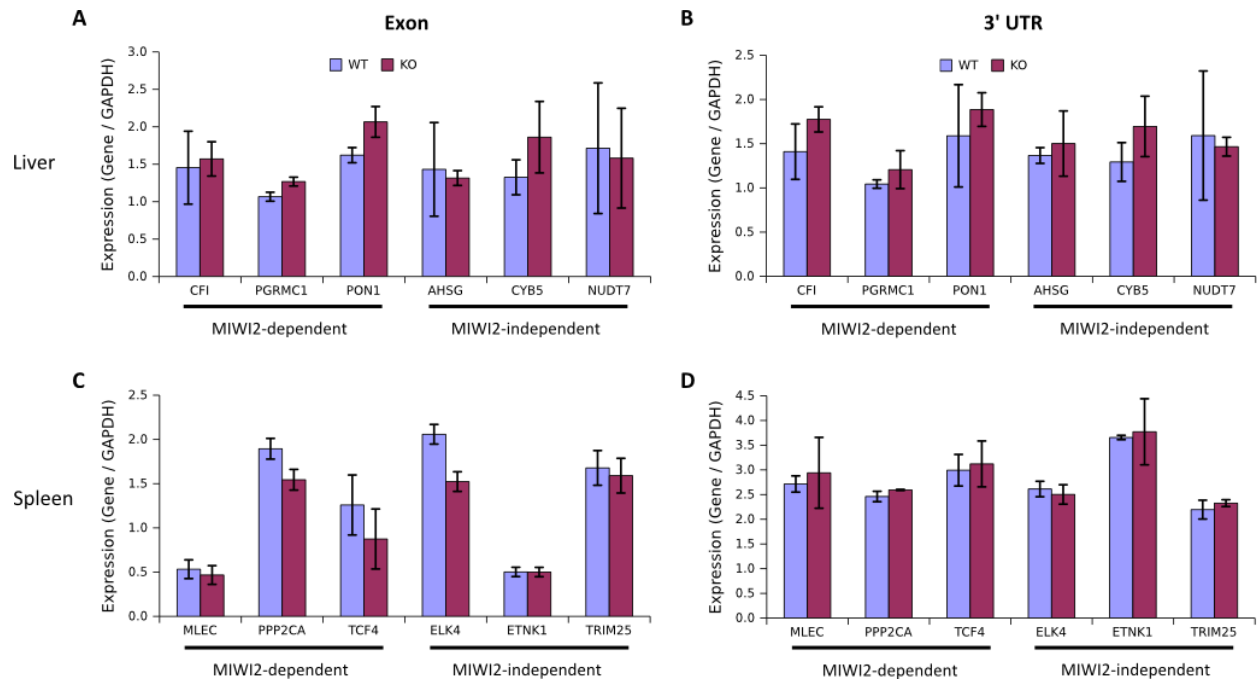

**Additional Figure 6: Expression levels of exons and 3'UTRs from genes with MIWI2-dependent somatic xUTR clusters.** Expression levels were measured by qPCR of RNA extracted from the liver (A, B) or spleen (C, D) of wild type or MIWI2<sup>-/-</sup> mice. qPCR was carried out with primers targeting either a coding exon (A, C) or the 3'UTR (B, D). Values shown are the average and standard deviation obtained from two different mice.

How the deposited data were processed for this re-analysis (not part of the article)

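Small RNAs of the liver and the spleen of WT and Miwi2−/− mice were sequenced by the authors in 4 libraries, 1 per tissue and genotype. The authors removed the 3' adapter with up to 25% mismatch, collapsed identical reads, removed known rRNA, tRNA, snoRNA, snRNA and miRNA sequences with Bowtie at up to 3 mismatches, and kept unique alignments to NCBI37/mm9 with at most 1 mismatch. They then kept sequences in somatic 3' UTR clusters, defined by RefSeq genes with a density of sense small RNAs in the 3' UTR at least 2 times that of the coding region, at least 3 small RNAs and a density over 7.5 reads per kb per 1000000 reads aligned. What was deposited is a list of distinct sequences per library, without a header, read count, position or gene. The values are therefore neither counts of reads nor normalized expression, and each sequence was counted 1 time. A common and a rare small RNA weigh the same, and the number of distinct sequences grows more slowly than the number of reads.

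The lists hold 4273 sequences in WT liver, 2634 in WT spleen, 560 in Miwi2−/− liver and 378 in Miwi2−/− spleen. The depth of each library was taken from the paper's Tables S3 and S5, where 64572, 129176, 13288 and 25218 distinct sequences aligned uniquely. The share of a list that 3 sequences, the minimum for a WT cluster, make up is 0.0702%, 0.114%, 0.536% and 0.794%. Intervals are Wilson 95% confidence intervals and cover counting error only.

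The sequences were aligned to NCBIM37 with at most 1 mismatch and no gaps by a program written in Python 3.11.15 with numpy 2.4.6 and numba 0.67.0. On simulated sequences, it placed 100% of those with at most 1 mismatch at their own position. Genes and 3' UTRs were taken from GENCODE M1, since RefSeq was not used here. A sequence was assigned to a protein-coding 3' UTR that covered at least 50% of it, and to the gene with the most WT sequences where several did. Sequences downstream were added in steps of at most 2 kb. All sequences are printed in the direction of the genome's plus strand, so the strand of the RNA was taken from the gene, and antisense small RNAs could not be told apart. Sequences in annotated 3' UTRs of both strands were left out of the 5' base values. Downstream sequences, 13.8% of the WT liver list and 12.8% of the WT spleen list, took the strand of the gene with the nearest 3' UTR end. They were kept even where extensions of genes on opposite strands overlap, so their 5' base is less certain. Positions are 1-based.

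The share of each 5' base was compared with the base composition of the 3' UTRs of the clusters by two-sided exact binomial tests, and the lists of a WT and a Miwi2−/− library by two-sided Fisher's exact tests on distinct sequences (scipy 1.17.1). Each such test compares libraries, not genotypes. It treats distinct sequences as independent, although many overlap in the same cluster, so its p value overstates the evidence. Intervals for the excess of a 5' base were also made by drawing whole clusters with replacement 10000 times, which was added after seeing the data. The clusters without Miwi2−/− sequences were compared with 10000 draws in which each WT sequence was kept with the ratio of the depths. In a simulation with 37.4% of clusters left without a sequence, thinning alone gave 28.0% and a gamma-Poisson model that shrinks the WT counts for the selection of clusters gave 35.7%. Thinning alone therefore gave too few there. The simulated clusters were drawn from that same model and selected on their counts alone. The real ones were also selected on density and against the coding region, so whether the model suits them was not tested. The MIWI2-dependent and MIWI2-independent classes were compared by the percentile of their difference among 10000 random lists of clusters. The lists were matched in broad classes of the number of WT sequences, with all of the largest clusters in a single class. In a single simulated data set for each case, the percentile was 61.2 with no difference and 100 with a planted one. The planted difference was larger than any found between these classes. Sequences were simulated as independent and without a cluster as large as that of Vmp1, so these runs do not test how well the ranges are calibrated here. Figures were drawn with matplotlib 3.10.9.

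The genes named are the 12 genes of Additional Figure 6, Pdpr and Piwil4, and in each tissue the 3 clusters with the most WT sequences without a Miwi2−/− sequence and the 3 with the most WT sequences among those present in both libraries. A gene chosen by this rule is not reported here. Rtn4ip1, Bdkrb2, Rab11fip4 and Clgn are examples from the 10 RT-PCR loci of Table S7, picked without a fixed rule. The alternatives tried were other length ranges, other minimum numbers of sequences, exact matches, other depth ratios, no quartile filter, equal weights for clusters, the largest clusters left out, Mir21 left out, the 3'-terminal A left out of the length, annotated 3' UTRs without extension, the extension counted in the density, and shrunk WT counts. The testis clusters are those of the part of Table S6 analysed here. The testis small RNAs, the RNA-Seq data and the qPCR were not analysed here.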

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

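The tests on the Mir21 sequences, and the tests of the 3' end against adapter bases, sequencing errors and loss of MIWI2, were chosen only after the results were seen.

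The lists contain sequences at an annotated miRNA gene, which the paper does not discuss. Mir21 lies inside the 3' UTR of Vmp1, and it accounted for 5.01% of the sequences in WT liver, 8.09% in WT spleen, 17.1% in Miwi2−/− liver and 18.5% in Miwi2−/− spleen. At most 20 of these sequences per library matched the genome without a mismatch. A candidate explanation is that they are miRNA sequences left by the authors' filter on known ncRNAs. In WT liver 92.1% of them, and in WT spleen 93.4%, began at a single position, as processed miRNAs do, while in the other clusters with at least 20 sequences the median share from a single position was 5.49% and 10.5%. This technical explanation remains. No biological explanation was tested. The higher share in the Miwi2−/− libraries was not tested either. Outside Mir21, those lists hold 0.114 and 0.126 of the WT number of sequences in the clusters. Their depth ratios from distinct sequences were 0.206 and 0.195, while those from uniquely aligned reads, 0.129 and 0.152, were closer to these numbers.

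Many sequences end in an A that does not match the genome, which the paper does not report. Outside Mir21 the share was 46.5% in WT liver, 47.1% in WT spleen, 47.5% in Miwi2−/− liver and 47.5% in Miwi2−/− spleen, while the first base was mismatched in 1.81% of the WT liver sequences and 2.50% of the WT spleen sequences. With matched bases counted as well, 85.3%, 84.4%, 84.4% and 83.8% of the sequences ended in A, and among those without a mismatch 79.8%, 76.7%, 77.6% and 76.9% did, so more sequences than those with a mismatched A may be affected. Sequencing errors at the last base would be spread over the other bases, but 96.1% of the last-base mismatches in WT liver and 96.9% in WT spleen were to A. Annotated poly(A) sites are not the source of most of the mismatched A ends, while poly(A) sites outside the annotation were not tested. In WT liver and WT spleen, 4.85% and 4.32% of the sequences with a mismatched A ended within 10 nt of an annotated transcript end. Among the sequences without a mismatch, 5.91% and 5.18% did. In Miwi2−/− liver these shares were 7.87% and 9.38%, and in Miwi2−/− spleen, where the order was the opposite, 7.80% and 3.42%, so in every list most of these sequences do not end there. Loss of MIWI2 does not account for it, since the share was 47.5% in both Miwi2−/− libraries. A base of the 3' adapter left after trimming might give such an A in every library. Mir21 sequences, trimmed in the same way, carried it in 1.98% of cases in WT liver and 2.51% in WT spleen, but they are a subset that passed a filter meant to remove them. Besides, 169 of the 202 Mir21 sequences in WT liver and 169 of the 199 in WT spleen already carry the 1 mismatch allowed elsewhere and could not show such an A, so their low share is no evidence against an adapter base. Of those that could, 12.1% and 16.7% did, against 50.5% and 52.6% outside Mir21, which rests on 33 and 30 sequences. The pattern therefore cannot be told apart from an adapter base, and a biological addition of A was not tested.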

How the results depend on the processing

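The settings without Mir21, without the mismatched 3' A, without any 3'-terminal A, with the extension in the density, with annotated 3' UTRs alone and with shrunk WT counts, and the difference in 5' U between the libraries, were chosen after seeing the data; the other alternatives were set before the data were examined. Of 115 alternatives, 60 left the result on the same side of its threshold, within its interval or, for a number of clusters, within 1.5 times, 42 moved it, 8 reversed it, 3 made it stronger and 2 made it weaker. The cause was not tested for any of the changes below unless a value is given.

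Among sequences of 22 to 35 nt, the share of 27 nt or longer was 34.2% in WT liver, 27.1% in WT spleen, 25.1% in Miwi2−/− liver and 21.3% in Miwi2−/− spleen. Without Mir21 it was 31.9%, 23.8% and 21.8% in WT liver, WT spleen and Miwi2−/− liver, and the most frequent length in Miwi2−/− liver was 23 nt. Without the mismatched 3' A, the most frequent length was 22 nt in WT spleen and 22 nt in Miwi2−/− spleen. With any 3'-terminal A left out, matched or not, it was 21 nt in WT spleen, 21 nt in Miwi2−/− liver and 21 nt in Miwi2−/− spleen.

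The share with 5' U among sequences of 22 to 24 nt was 41.6% in WT liver and 40.4% in WT spleen. Among sequences of 27 to 32 nt it was 32.3% in WT liver, 31.2% in WT spleen, 38.9% in Miwi2−/− liver and 35.3% in Miwi2−/− spleen, and the share with 5' A was 37.2% in WT liver and 33.3% in Miwi2−/− spleen. Without the 10 clusters with the most sequences, 5' U was 35.7% in WT liver, 33.5% in WT spleen and 34.3% in Miwi2−/− liver, and 5' A was 35.1% in Miwi2−/− liver. Without Mir21, 5' U was 35.1%, 33.1%, 35.2% and 42.1% in WT liver, WT spleen, Miwi2−/− liver and Miwi2−/− spleen, and 5' A was 36.7%, 40.7% and 35.4% in WT liver, WT spleen and Miwi2−/− liver. The difference between Miwi2−/− and WT liver was then -1.33 percentage points for 5' A and 0.0256 for 5' U, and neither was past the threshold of the Fisher's exact test.

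With at least 5 sequences per cluster, 258 liver and 185 spleen genes remained, of which 102 and 79 had no Miwi2−/− sequence. With at least 10 these were 21 and 9, and with exact matches 144 of 220 and 98 of 143, a larger share than without that limit. In the liver, the ratio of uniquely aligned reads left 223 clusters without a sequence after thinning, and 251 with shrunk WT counts as well, against 266 observed.

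Between the MIWI2-dependent and MIWI2-independent clusters, giving each cluster the same weight made the difference in 5' A in the liver -4.71 percentage points, past the range of the random lists. In the spleen it reversed the differences in 5' A, to -1.96 percentage points, in 5' U, to 0.0296, and in mean length, to -0.117 nt. Without Mir21, the differences in the liver in 5' A, -6.05 percentage points, and in 5' U, 6.51, were past the range of the random lists, and in the spleen the differences in 5' A, -4.25, in 5' U, 1.98, and in mean length, -0.0897 nt, were reversed. Without the quartile filter, the difference in mean length in the liver was reversed to 0.0417 nt, and with the extension counted in the density to 0.00204 nt. The reversed differences were all inside the range of the random lists, so their direction is not established.

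Weighting each sequence by its number of reads, an alternative for the lengths, the 5' bases and the difference in 5' A, was not run, because the lists analysed here give each sequence without its reads. No paired analysis was possible because each tissue and genotype has 1 library. The depth limits above all the clusters with 3 WT sequences, of which 50.1% in the liver and 52.2% in the spleen are left without a sequence at the Miwi2−/− depth by thinning alone.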

Differences from the paper's values

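No value stated in the paper for a measure computed here differed from it by more than 1.5 times. The paper measured Ppp2ca in the spleen as a gene with a MIWI2-dependent cluster (Additional Figure 6). Here Ppp2ca had 7 WT sequences and 0 Miwi2−/− sequences in the spleen, but its density of 9.33 sequences per kb per 1000000 uniquely aligned sequences was below the quartile limit of 12.0, so the filter removed it from the dependent clusters. That limit rests on a density whose length leaves out downstream extensions. With them in the length, a test chosen after seeing the result, the limit was 10.2, and Ppp2ca, which has no extension, was still below it. The lengths of 3' UTRs were those of GENCODE M1, while the paper used RefSeq, and the effect of that difference was not tested.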

Other observations

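The tests of the share of long sequences and of the 5' U share against Mir21 were chosen only after the results were seen, and so were the use of the ratio of reads together with shrunk WT counts and the expected numbers by cluster size.

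The number of clusters without Miwi2−/− sequences, 266 in the liver and 200 in the spleen, was set against the lower depth of the Miwi2−/− libraries. Thinning the WT libraries left 147 and 112 clusters without a sequence, so depth alone gives fewer than observed. Selecting clusters by their own WT counts adds to this, and with shrunk WT counts the numbers were 188 and 143. In the liver, shrunk WT counts with the ratio of uniquely aligned reads gave 251, within 10% of the number observed, and among clusters with at least 10 WT sequences it gave 16.7, against 21 observed. If that ratio is used, the liver result cannot be told apart from depth and selection together. It is a ratio of reads applied to distinct sequences, however, and with the ratio of distinct sequences those clusters gave 7.59. In the spleen, shrunk WT counts with the ratio of reads gave 168, and among clusters with at least 10 WT sequences 9.38 against 9 observed, so the excess lay in the smaller clusters. The difference that remains in the spleen may reflect the loss of MIWI2, but with 1 library per genotype it cannot be told apart from any other difference between the libraries, such as size selection.

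The share with 5' U was higher in the Miwi2−/− than in the WT list, by 6.77 percentage points in the liver (two-sided Fisher's exact test on distinct sequences, p = 0.0025) and 13.2 in the spleen (same exact test, p = 1.95e-06). These tests compare the libraries, not the genotypes. They treat distinct sequences as independent, although many overlap in the same cluster, so their p values overstate the evidence. With whole clusters resampled, the excess of 5' U over the regions was 15.2 percentage points (1.73 to 29.0) in Miwi2−/− liver and 7.93 (3.78 to 13.9) in WT liver. In the spleen it was 21.0 (6.72 to 34.0) in Miwi2−/− and 7.99 (1.76 to 16.2) in WT, so the ranges overlapped in both tissues. Sequences at Mir21 are a candidate explanation. Without them 0.378% of the difference was left in the liver, and 67.7% in the spleen, where it was 8.95 percentage points (Fisher's exact test, p = 0.0028). Mir21 may thus account for the difference in the liver list and for a part of it in the spleen list. The share with 5' A in the spleen was 27.2% in Miwi2−/− and 37.9% in WT, a difference of -10.7 percentage points (Fisher's exact test, p = 6.2e-05), and -9.03 without Mir21. In the liver it was 29.9% and 35.2%, a difference of -5.21 (same exact test, p = 0.015), and only -1.33 without Mir21.

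The share of sequences of 27 nt or longer was lower in the Miwi2−/− than in the WT list, at 18.0% against 30.4% in the liver (two-sided Fisher's exact test, p = 4.7e-10) and 14.6% against 21.9% in the spleen (same exact test, p = 9.0e-04). Without Mir21, 82.3% of the difference was left in the liver and 85.1% in the spleen. Within clusters with sequences in both libraries, 107% and 93.2% were left. Neither explanation accounts for most of it. Among sequences of 22 to 35 nt, the gel region in the paper's methods, the Miwi2−/− share was still lower. It was 25.1% against 34.2% in the liver and 21.3% against 27.1% in the spleen, so sequences under 22 nt do not account for all of the difference. Other differences in the gel region excised for each library could give the same pattern and were not tested. A biological explanation therefore cannot be told apart from them.

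Of the clusters on the chromosomes compared with the testis list, those without Miwi2−/− sequences overlapped a testis cluster in 27.6% of cases in the liver and 30.4% in the spleen, and those with Miwi2−/− sequences in 28.5% and 34.3%. The difference was not tested.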
